# Integration of Kinase and Calcium Signaling at the Level of Chromatin Underlies Inducible Gene Activation in T Cells

**DOI:** 10.4049/jimmunol.1602033

**Published:** 2017-09-13

**Authors:** Ruth Brignall, Pierre Cauchy, Sarah L. Bevington, Bethany Gorman, Angela O. Pisco, James Bagnall, Christopher Boddington, William Rowe, Hazel England, Kevin Rich, Lorraine Schmidt, Nigel P. Dyer, Mark A. Travis, Sascha Ott, Dean A. Jackson, Peter N. Cockerill, Pawel Paszek

## Abstract

TCR signaling pathways cooperate to activate the inducible transcription factors NF-κB, NFAT, and AP-1. In this study, using the calcium ionophore ionomycin and/or PMA on Jurkat T cells, we show that the gene expression program associated with activation of TCR signaling is closely related to specific chromatin landscapes. We find that calcium and kinase signaling cooperate to induce chromatin remodeling at ∼2100 chromatin regions, which demonstrate enriched binding motifs for inducible factors and correlate with target gene expression. We found that these regions typically function as inducible enhancers. Many of these elements contain composite NFAT/AP-1 sites, which typically support cooperative binding, thus further reinforcing the need for cooperation between calcium and kinase signaling in the activation of genes in T cells. In contrast, treatment with PMA or ionomycin alone induces chromatin remodeling at far fewer regions (∼600 and ∼350, respectively), which mostly represent a subset of those induced by costimulation. This suggests that the integration of TCR signaling largely occurs at the level of chromatin, which we propose plays a crucial role in regulating T cell activation.

## Introduction

T lymphocytes are vital for mounting efficient immune responses to invading pathogens. When T cells are fully activated, hundreds of immune response genes are induced by up to 1000-fold (1). These responses need to be tightly controlled because any inappropriate responses can lead to proinflammatory immune disorders. Correctly regulated T cell activation is underpinned by signaling events that are initiated by the binding of the cognate Ag to the TCR expressed on the cell surface, and amplified by the CD28 and other costimulatory receptors that act to augment TCR signaling (2–4). A simplified view of the TCR/CD28 signaling network is depicted in Fig. 1A to show the major nodes and targets in this network. However, the signaling machinery that is actually recruited to the immune synapse is far more complex and involves considerable crosstalk between the Ca^2+^ and kinase signaling pathways upstream of the transcription factors (TFs) NFAT, AP-1, and NF-κB (2, 3, 5). TCR activation triggers signaling from ZAP-70 to the enzyme phospholipase Cγ, which cleaves phosphoinisitol phosphate to generate the two critical signaling molecules inositol triphospate and diacly glycerol. This represents a major branchpoint upstream of two critical sets of TFs (Fig. 1A). Inositol triphospate signaling leads to an increase in free intracellular Ca^2+^, which induces calcineurin-mediated dephosphorylation and import of NFAT family TFs into the nucleus (6–8). In parallel, diacly glycerol activates protein kinase C (PKC)–dependent induction of IκB kinase (IKK) and the Ras/Raf/MAPK signaling pathways, leading to the activation of both NF-κB and AP-1, respectively (9, 10). NFAT, NF-κB, and AP-1 cooperate in the activation of gene expression programs that underpin immune responses (8, 11, 12). In particular, this involves the upregulation and secretion of IL-2, which supports the clonal expansion of newly activated T cells, plus many other inducible cytokines such as IL-4, IL-3, and CSF2 (12–23). Studies of these genes revealed that NFAT and AP-1 typically bind cooperatively to composite DNA elements in a specific configuration (11, 21, 24–26).

**FIGURE 1.**
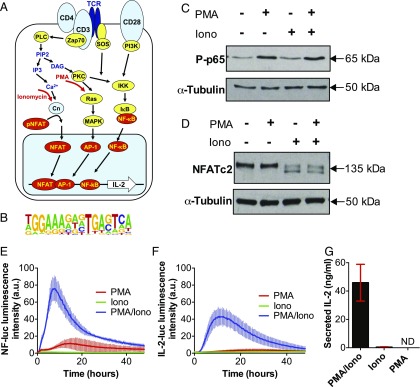
PMA and ionomycin treatment decouple the IKK/MAPK and calcium signaling networks in Jurkat T cells. (**A**) Schematic representation of TCR signaling network. (**B**) Composite consensus binding motif for cooperative binding of NFAT and AP-1 (1). (**C** and **D**) Immunoblotting analyses of NF-κB phospho-p65 (C) and NFATc2 protein expression levels in Jurkat T cells. Cells stimulated with PMA (20 ng/ml), ionomycin (1 μg/ml), or PMA/ionomycin (20 ng/ml PMA/1 μg/ml ionomycin) for 15 and 60 min, respectively. (**E** and **F**) Time series live-cell luminometry analysis of Jurkat T cells expressing reporters of NF-κB–dependent transcriptional activity (E) or IL-2 promoter activity (F) following treatment with PMA, ionomycin, or PMA/ionomycin for 48 h (in triplicates, with error bars indicating SDs). (**G**) Concentration of IL-2, measured by ELISA, secreted by Jurkat T cells treated with PMA/ionomycin (20 ng/ml PMA/1 μg/ml ionomycin), ionomycin (1 μg/ml), or PMA (20 ng/ml). Means (±SDs) of triplicate experiment is shown in red. ND, not detected.

To better define genomic targets of the TCR signaling network we recently performed a global analysis of inducible DNase I hypersensitive sites (DHSs) in stimulated mouse T cells (1). We defined ∼1000 highly inducible DHSs, representing potential enhancers or promoters, which were highly enriched for binding sites for NFAT and AP-1. One third of these sites contained the composite NFAT/AP-1 motif depicted in Fig. 1B. Additionally, the binding motif for NF-κB was detected in 12% of these inducible DHSs.

The activation of gene expression (27, 28) and the establishment of immunological memory (1, 29–32) in T cells are controlled by TFs that recruit chromatin modifiers and remodelers to transcriptional enhancers and promoters. Specific promoters and enhancers associated with TCR-inducible genes have been shown to undergo rapid changes in DHSs following stimulation, which is indicative of regulatory chromatin rearrangements (18, 33, 34). In particular, NFAT has been extensively associated with alterations in chromatin structure (35–38) and has been shown to be essential in inducing DHS formation within the *IL2* locus (39). However, the activity of NFAT is largely dependent on its ability to bind to DNA cooperatively with AP-1 proteins (15, 21, 24, 25, 40). For example, T cells expressing engineered NFAT proteins that were unable to bind AP-1 displayed diminished effector function and suppression of TCR signaling to inducible genes (40, 41, 42). NFAT/AP-1 complexes bind cooperatively to composite DNA elements present in both proximal and distal enhancer regions of many TCR-inducible genes. Once bound, they typically induce the formation of nucleosome-free DHSs at the regulatory elements that activate gene expression (15, 24, 36, 37). Overall, these studies highlight the critical role of enforced cooperation between NFAT and AP-1 family TFs in maintaining the tight regulation of the T cell gene expression program. In the absence of this cooperativity, TCR activation leads to T cell exhaustion (41).

The recent introduction of transposase-accessible chromatin analysis using sequencing (ATAC-seq) as an alternative to DNase I for mapping nuclease hypersensitive sites provides another high-resolution method of investigating the mechanisms involved in the regulation of gene expression (43). In this study, we employed RNA and ATAC sequencing to define the gene expression patterns and chromatin landscapes associated with TCR signaling. To understand how IKK and MAPK signaling pathways integrate with Ca^2+^ signaling pathways within the TCR regulatory network, we used the calcium ionophore ionomycin and PMA, in combination or alone, to activate Jurkat T cells, a well-established model for studying T cell activation (44). We found that full activation of the core gene expression program associated with T cell activation was dependent on the synergistic stimulation of both signaling networks. These T cell activation programs are established by the rapid remodeling of chromatin upon stimulation, which was found to be associated with the enrichment of composite NFAT/AP-1 elements. Incomplete stimulation, via PMA or ionomycin alone, led to specific gene expression profiles that only partially overlapped with the patterns induced by full activation. Importantly, a strong correlation was found between the stimulus-specific gene expression patterns and the chromatin state.

## Materials and Methods

### Reagents and cell culture

Human Jurkat T cells (A3 clone from American Type Culture Collection) were grown in RPMI 1640 media (Sigma-Aldrich) supplemented with 10% FBS (Life Technologies) and 2 mM l-glutamine (Sigma-Aldrich). Cells were cultured at concentrations between 2 × 10^5^ and 2 × 10^6^ cells/ml and incubated at 37°C and 5% CO_2_. Cells were stimulated with the calcium ionophore ionomycin, derived from *Streptomyces conglobatus* (Sigma-Aldrich), PMA (Sigma-Aldrich), and TNF-α (Calbiochem).

### Development of reporter cell lines

The lentiviral luciferase reporters for IL-2 and NF-κB transcriptional activity were generated by inserting a multiple cloning site into a pRE1x plasmid [a gift from Schibler and colleagues (45)] using *EcoRV* and *Age1* restriction enzymes. The 600-bp proximal promoter of IL-2 was then cloned into the plasmid using the *AscI* restriction enzyme to drive the expression of the luciferase reporter (IL-2–Luc). The reporter for NF-κB (5κB-Luc), which included the *5x* repeat κB consensus sequence was incorporated into the sequence using *Pac1* and *Nhe1* restriction enzymes. Lentivirus production and transduction were carried out as previously described (46).

### Live-cell luminometry

Cells were plated in 24-well white opaque plates (PerkinElmer) in 1 ml of media, prior to incubation with luciferin (0.5 mM; Biosynth, Staad, Switzerland) for at least 4 h before assaying. Live-cell measurements were then collected using a FLUOstar Omega microplate reader (BMG Labtech) with an attached incubator that maintained cells at 37°C and 5% CO_2_. Readings were taken from individual wells every 10 min with an 18-s integration time for up to 48 h. Results are shown as mean fold induction relative to an untreated control ± SD of at least three independent experiments. For statistical analysis, the maximum luminescent intensity for each condition was generated before calculating a *p* value using an unpaired *t* test.

### Detection of IL-2 by ELISA

Jurkat T cells were plated at 5 × 10^5^ in 2 ml of media before being incubated with the appropriate stimuli for 24–48 h. Supernatant was cleared of cells and debris by centrifugation at 300 × *g* for 5 min. The supernatant was then aliquoted and stored at −20°C for future use. Measurement of secreted protein levels was performed using specific human IL-2 ELISA kits (R&D Systems) following the manufacturer’s instructions. Absorbance was measured at 370 nm using a FLUOstar multimode microplate reader. Statistical analysis was performed with a nonparametric one-way ANOVA.

### Western blotting

Cells were lysed with 200 μl of lysis buffer (50 mM Tris-HCl [pH 7.4], 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 2 mM EDTA, 50 mM NaF). Samples (18 μl) were then loaded onto gels alongside 8 μl of protein ladder. The proteins were then transferred to nitrocellulose membranes before incubation in blocking buffer (5% [w/v] skimmed milk powder in TBST) for 1 h at room temperature. The blots were then washed in TBST and incubated overnight with anti-NFATc2 (NFAT1) (BD Transduction Laboratories) or anti–phospho-p65 (S536) (Cell Signaling Technology) primary Abs (BD Transduction Laboratories) at 1:5000 and 1:1000 dilution, respectively, in 5% (w/v) BSA in TBST. Blots were washed in TBST and then incubated for a further hour with a 1:2000 dilution of HRP-conjugated anti-IgG (Cell Signaling Technology). After a final TBST wash to remove any unbound Ab, a 1:1 ratio mix of ECL Advance Western blotting detection kit reagents was then applied to the membrane and left for 1 min, before visualizing HRP-conjugated proteins using a Bio-Rad Gel Doc XRS+ system. Membranes were then restained with an anti–α-tubulin primary Ab (Cell Signaling Technology), and the detection process was repeated to produce a loading control.

### RNA isolation and RNA sequencing analysis

Wild-type Jurkat T cells were plated at a density of 5 × 10^6^ cells/ml in 2 ml of media. Total RNA was extracted from cells at appropriate time points after stimulation using the Roche High Pure RNA isolation kit according to the manufacturer’s instructions. The RNA was then quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific). RNA-seq was then carried out using the TruSeq Stranded mRNA assay (Illumina). In brief, this involved purifying polyadenylated mRNA from 0.1 to 4 mg of total RNA, using poly-T, oligonucleotide-attached magnetic beads. The mRNA was then fragmented by divalent cations, before being reverse transcribed into first-strand cDNA using random primers. DNA polymerase I and RNase H were then used to synthesize the second-strand cDNA. Adapters were then ligated to the cDNA fragments, and the products were purified and enriched by PCR to generate the final cDNA library. Samples were then paired-end sequenced using an Illumina HiSeq 2500 instrument (100 plus 100 cycles, plus indices). We sequenced an average of 22 million reads per library and aligned them to the human reference genome (hs37d5) using TopHat (release 2.1.0) (47) with default parameters. mRNA expression levels were calculated per gene using htseq-count (release 0.6.0) (48) with option “-s reverse -i gene_id -m intersection-nonempty” against release 19 of the comprehensive genome annotation from GENCODE. The counts were normalized to adjust for the difference in total number of counts associated with each sample and pooled across triplicates. The analysis focused on genes that were differentially expressed by a fold change of 2 or 5 in comparison with the unstimulated control. The average normalized RNA expression values determined by RNA-seq for annotated regions of the genome are presented in Supplemental Table I together with the fold induction values determined after stimulation.

### Public access to sequence data

All high-throughput sequencing data generated by this study are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90718) accession number GSE90718.

### RNA analysis by NanoString

RNA was extracted from Jurkat T cells as outlined above, either untreated or stimulated with PMA/ionomycin for 3 h. RNA was assayed using a custom-made human nCounter kit (NanoString Technologies), which contained a CodeSet of capture and reporter probes from 49 genes, identified by the RNA-seq analyses, including cytokines, chemokines, TFs, and surface markers associated with T cell activation (NanoString data included as Supplemental Table II). One hundred twenty-five nanograms of RNA was used in each CodeSet hybridization reaction. NanoString data were analyzed using nSolver analysis software v1.1 (NanoString Technologies). The results were normalized to the level of housekeeping genes and positive controls included in the CodeSet, whereas negative controls were subtracted from the normalized data. The data were then presented as the average of three biological replicates and plotted against data obtained via RNA-seq.

### RNA-seq correlations to public data

To directly compare our RNA-seq data with public data, raw fastq data from human T effector memory cells (TEMs) with and without 150-min CD3 plus CD28 stimulation (49) were retrieved from Gene Expression Omnibus series accession numbers GSM2370626 (resting) and GSM2370628 (with 150-min CD3 plus CD28), converted from SRA to fastq with the SRA Toolkit fastq-dump using the split-files option to obtain paired-end fastq files. Reads were subsequently aligned to the hs37d5 release of the human genome using TopHat, as in this study. To obtain comparable gene expression levels, normalized fragments per kilobase of transcript per million mapped reads counts, using bam files from TEMs with and without 150-min CD3 plus CD28 stimulation together with those from our study, were obtained using cuffnorm (50). For scatter plots, the genes.fpkm_table was read and log_2_ transformed in R, with counts plotted with the plot function. Pearson correlation coefficients were obtained using the cor function. TEM 2-fold–inducible genes were defined as those showing a fold change >1 × log_2_ with CD3 plus CD28 stimulation. For gene set enrichment analysis (GSEA), the GSEA package (51) was employed using a GSEA-readable version of the genes.fpkm_table as the expression dataset, the list of TEM 2-fold–inducible genes as the gene set group file, as well as a phenotype file describing the conditions used (Jurkat, Jurkat plus PMA/ionomycin). Parameters used were classic enrichment, average of probes, official gene symbol chip dataset, and gene-set permutation.

### ATAC-seq

To profile open chromatin, we modified the previously published ATAC-seq protocol (43): to isolate the Jurkat T cell nuclei, 50,000 cells were pelleted by centrifuging at 500 × *g* and 4°C for 10 min. Cells were then washed with 50 μl of cold PBS before being pelleted again as outlined above. Pellets were then resuspended in 500 μl of Nuclei EZ lysis buffer (Sigma-Aldrich) and placed on ice for 10 min. Finally, cells were pelleted by centrifugation at 500 × *g* and 4°C for 10 min before the supernatant was discarded. The isolated nuclei were then resuspended in a 50-μl reaction buffer containing 5 μl of Tn5 transposase and 25 μl of TD buffer (Nextera sample preparation kit from Illumina) and incubated at 37°C for 1 h. The DNA was then purified using DNA Clean & Concentrator (Zymo Research) and eluted into 23 μl of elution buffer. For library amplification, 20 μl of DNA was combined with 5 μl of indexing primers (Nextera sample preparation kit), 15 μl of Nextera PCR master mix, and 5 μl of Nextera PCR primer cocktail. DNA was then amplified for 15 cycles to enrich the tagmented DNA fragments. A PCR clean-up was then performed using AMPure XP beads (Beckman Coulter), and the small fragments were then resuspended in 32.5 μl of resuspension buffer (provided in the Nextera kit). DNA was quantified using a Qubit fluorometer (Life Technologies), and library sizes were then determined using TapeStation (Agilent Technologies). Sequencing was performed using a HiSeq 2500 to obtain an average of 60 million reads per sample.

### Alignment of ATAC-seq data

Trimmomatic (release 0.33) (52) was used in paired end mode to trim the adaptor sequence and separate sequences where both read ends were retained from sequences where only a single read was retained. Reads that aligned to the mitochondrial genome were removed in Bowtie 2 (release 2.2.5) (53). Bowtie 2 was then used first to align the trimmed paired-end data and then the single-ended read data to the hs37d5 reference genome. ATAC-seq peaks were identified using CisGenome (54) in one-sample mode based on reads from combined PMA and ionomycin treatment with options “-w 100 -s 25 -c 15 -g 0 -l 0 -br 0 -ssf 0.” Peak sizes were calculated by determining the number of fragment ends that were located within each peak for each of the samples separately. ATAC data are available at Gene Expression Omnibus (accession no. GSE90718) and are summarized in Supplemental Table III.

### Peak detection and filtering; coverage track generation

Replicate bam files were first merged using samtools merge (55). Peak detection and coverage track generation were subsequently performed via MACS (56) on merged replicates, using –keep-dup = auto -g hs -w -S. Peak and summit filtering was performed as previously described (57). Regions intersecting with regions previously published as blacklisted (58) as well as with simple repeats were excluded using bedtools intersect with -v as a parameter (59). For screenshots, coverage track files were uploaded to the University of California Santa Cruz Genome Browser (60).

### Two-way fold change analysis

Two-way combinations of filtered summit files were merged using the following bash command: cat < summits_A > .bed < summits_B > .bed | bedtools sort -i - | bedtools merge -i - -d 200. Tag counts for each experiment were retrieved for merged summits using the annotatePeaks function of the Homer package (61) using -hist 10 -ghist -wig as parameters. Tag counts were normalized via center scaling and subsequently sorted on log_2_ treatment/control fold change. Heat map images were obtained using Java TreeView (62). Annotation to the closest gene was performed using bedtools closest using the hg19 refFlat annotation, with -t first as a parameter.

### Motif discovery and heat maps

Motif discovery was performed with the findMotifsGenome function of Homer on regions showing enrichment ≥2 log_2_-fold change versus control, using default parameters. For isolation of the NFAT/AP-1 motif, motif discovery was performed on PMA plus ionomycin regions ≥2 log_2_-fold change versus control, using -len 16 as a parameter for findMotifsGenome. For motif heat maps, mapping of motifs was performed using the annotatePeaks function of Homer, using -hist 10 -ghist -size 2000 -m as parameters. Heat map images were obtained using Java TreeView. For motif discovery for the NFAT/AP-1 motif in 2× inducible human T-blast peaks, motif discovery was performed using Homer findMotifsGenome using -len 16 as a parameter to first look for 16-bp motifs. Motif optimization was then performed using Homer findMotifsGenome -len 20 -opt <16 bp motif >, as the original 16-bp motif isolated was offset.

### Digital genomic footprinting profiles

To assess motif occupancy by TFs, average ATAC insertion profiles around motifs identified from ATAC-seq peaks were retrieved using the dnase_average_profiles function of the Wellington package (63), using -A -n as parameters, -n performing normalization, and -A causing shifting of the reference genome coordinates by −4 and +5 bp, resulting in a shift of +4 and −5 bp as originally described for ATAC-seq footprinting (43).

### Venn diagrams

For ATAC-seq, Venn diagrams were obtained using pybedtools (64). For RNA-seq, BioVenn was used (65).

### ATAC correlations to public histone H3K27Ac chromatin immunoprecipitation sequencing data from primary T cells

Jurkat ATAC data were compared with published histone H3K27Ac chromatin immunoprecipitation sequencing data from stimulated human T cells. Raw H3K27Ac data from resting CD4^+^CD25^−^ and PMA/ionomycin-stimulated CD4^+^CD25^−^IL-17^−^ PBMC Th cells from the epigenome roadmap (66) were retrieved from Gene Expression Omnibus accession numbers GSM997239 and GSM772905, respectively. Reads were aligned to the hg19 genome assembly via Bowtie 2 to the bam format using the –very-sensitive-local parameter. Peak detection and coverage track generation was performed using macs14 using the –keep-dup = auto, g = hs, -w -S switches. A fold change analysis was carried out to determine 2× PMA/ionomycin enriched peaks versus resting. To map these peaks back onto the Jurkat PMA/ionomycin versus resting fold change, a left outer join was performed using coordinates sorted by increasing Jurkat PMA/ionomycin versus resting fold change and 2× PMA/ionomycin inducible H3K27ac peaks, using bedtools intersect with -loj as a parameter. Heat map images were obtained using Java TreeView.

### DNase I hypersensitive site analysis in human T cells

DNase sequencing (DNase-seq) was performed on previously described DNA samples purified from DNase I–digested chromatin derived from actively dividing human peripheral blood T cells (67). This material was generated from PBMCs that had been first stimulated with PHA for 2 d to generate T lymphoblasts, and then cultured for several cell cycles in the presence of recombinant human IL-2 as previously described (67). Cells were then either left untreated or stimulated for 5 h with 20 ng/ml PMA plus 2 μM calcium ionophore A23187 before performing DNase I digestions as previously described (67). DNase-seq libraries were prepared from ∼100- to 150-bp fragments as previously described (1).

### DNase-seq data processing

Using the Galaxy interface (68), single-ended DNAse-seq reads were aligned to the hg19 genome assembly via Bowtie 2 to the bam format using the –very-sensitive-local parameter. Peak detection and coverage track generation was performed using macs2 using the –keep-dup = auto, g = hs, -w -S switches. Fold change analysis was carried out to identify 2-fold PMA/ionomycin-enriched peaks relative to untreated controls. Raw DNase-seq data were deposited on Gene Expression Omnibus under accession GSE100418.

### Luciferase reporter gene assays of DHSs

Inducible DHSs were tested for inducible enhancer function using the previously described firefly luciferase reporter gene plasmid pTK229 (69). DNA fragments spanning each DHS were amplified by PCR from Jurkat T cell genomic DNA using primers with adapter sequences designed for cloning into the BamHI and XhoI sites upstream of the herpes simplex thymidine kinase promoter in pTK229. The primers had the following sequences, with the adapter portion shown in lowercase: *GEM* upstream DHS, 5′-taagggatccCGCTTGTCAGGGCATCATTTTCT-3′ and 5′-cttactcgagAATGGAACTGGTGGCCTGCC-3′; *GEM* intron DHS, 5′-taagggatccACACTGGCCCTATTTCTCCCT-3′ and 5′-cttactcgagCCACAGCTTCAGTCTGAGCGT-3′; *DUSP5*, 5′-taagggatccATTGAAGGCTGCCGTGAGTG-3′ and 5′-cttactcgagTTCTGGGTGGGGTGTTGGGT-3′; *ZBTB16*, 5′-taagggatccTGCCTCCTCGACAGCTCAGA-3′ and 5′-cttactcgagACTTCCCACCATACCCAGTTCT-3′. As an additional control we employed a previously described plasmid that includes the *IL3* −37 kb enhancer cloned as an XbaI fragment (X37) into pTK229 (16). Plasmids were assayed in Jurkat T cells by transient transfection assay using the dual luciferase method, together with the *Renilla* firefly control plasmid pRL-TK, as previously described (16). Transfected cells were cultured for 24 h and then stimulated for 8 h with 20 ng/ml PMA and/or 2 μM calcium ionophore A23187, before harvesting cell lysates for assay using a Dual-Luciferase kit (Promega).

## Results

### Uncoupling of the kinase and Ca^2+^ signaling networks using stimulation via just PMA or ionomycin alone

To investigate the gene regulation networks downstream of TCR signaling (Fig. 1A) we used either PMA or the Ca^2+^ ionophore ionomycin alone to stimulate just the PKC- or calcineurin-mediated pathways in Jurkat T cells. In agreement with previous analyses (70–72), stimulation with PMA alone resulted in NF-κB pathway activation (as visualized by stimuli-induced p65 phosphorylation) whereas stimulation with ionomycin alone led to NFAT activation (as exhibited by NFATc2 dephosphorylation, resulting in a faster migrating protein) (Fig. 1C, 1D). PMA stimulation in the absence of calcineurin activity is also known to be a strong inducer of AP-1 in Jurkat cells (18).

To investigate transcriptional responses to PMA and ionomycin, we employed Jurkat T cells transfected with luciferase reporter gene lentiviruses, driven by either the full-length NFAT/AP-1–dependent IL-2 promoter (IL-2–Luc) or an array of five NF-κB sites (5κB-Luc). Combined PMA and ionomycin treatment resulted in activation of both NF-κB and NFAT/AP-1–dependent transcription, peaking after ∼8–10 h (Fig. 1E, 1F). In Jurkat cells this treatment also led to de novo production of secreted IL-2 protein (Fig. 1G), a major growth factor involved in clonal expansion and a well-established marker of T cell activation (13, 14). PMA or ionomycin treatment alone did not elicit an IL-2 promoter response, confirming that Ca^2+^ and PKC costimulation is required for robust IL-2 promoter activation in T cells. These results mirror those seen previously for the NFAT/AP-1–dependent IL-3 and GM-CSF (*CSF2*) genes in Jurkat T cells (18). PMA alone did, however, induce a modest NF-κB–dependent response (Fig. 1E).

### Distinct gene expression patterns are associated with ionomycin and/or PMA stimulation

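Jurkat cells, a human T cell leukemia line, were left untreated or were treated for 3 h with TNF (30 ng/ml), PMA (20 ng/ml), ionomycin (1 μg/ml) or the latter pair of agents together, and mRNA was sequenced from 3 libraries per group. PMA activates kinase signaling and ionomycin raises intracellular Ca2+. The authors aligned the reads to GRCh37 and counted them on each annotated gene. The deposited table lists 57820 genes and gives each count after scaling every library to the same total. A blank stands for 0 reads. Dividing each value by its library's scaling factor returned whole reads, 11037014 to 25417658 per library, with group medians of 13124655 in untreated, 13159515 in TNF-treated, 16239501 in PMA-treated, 17184286 in ionomycin-treated and 16330241 in PMA/ionomycin-treated cells. The limit that a count of 0 allows, 3 reads, corresponded to normalized counts of 2.04 to 4.78 depending on the library. Intervals and limits of this kind cover counting error only. Replicate libraries differed by more than sampling noise, with r between 0.989 and 0.995 across genes. A gene was counted as induced when the mean of the 3 treated values, after adding 1, was at least 2 or at least 5 times that of the 3 untreated values, and when the treated mean was at least 10 normalized counts. The paper's text gives the fold changes but names no minimum, which was set here from its Fig. 6A. Beside this rule, all 15 libraries were fitted together with limma, with a trend, on the log2 of each value after adding 1. That test covered the 15492 genes with a mean of at least 10 in at least 1 of the 5 groups, and called genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1.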

To define specific gene targets downstream of pathways induced by PMA and/or ionomycin, and to investigate correlations between chomatin structure changes and inducible gene expression, we characterized global mRNA profiles and chromatin accesibility patterns using RNA and ATAC sequencing. 

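At the 2-fold level, 1567 genes were induced by PMA, ionomycin or PMA/ionomycin relative to untreated cells. The minimum of 10 normalized counts moved this number most. Without any minimum, 3401 genes passed.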

We identified 1648 genes whose expression was increased by ≥2-fold by at least one treatment in comparison with untreated cells (Fig. 2A). There were 1159 genes activated 2-fold by the combined treatment, and, of these, 455 were activated by ≥5-fold (Fig. 2A, 2B, Supplemental Table I). 

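In the deposited values, 1101 genes were induced 2-fold and 440 genes 5-fold by PMA/ionomycin. All 3 treated libraries were above all 3 untreated libraries for 1092 (99.2%) of the 2-fold genes. Chance gives 5% for genes not chosen by their values, but these were chosen on the same libraries, which by itself favors such separation here and in the like counts for the other treatments and for peaks. limma gave an adjusted p under 0.05 for 1098 of them, and for each of the 440. With its 2-fold threshold in both directions, limma called 1125 genes higher and 1147 genes lower in PMA/ionomycin-treated cells than in untreated cells. The number of lower genes depended on how the libraries were scaled. With median-of-ratios size factors in place of the total, 1299 genes were higher and 911 lower, and the median log2 fold change of all genes rose from −0.11 to 0.01.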

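PMA alone and ionomycin alone shared 84 of their 2-fold induced genes. The comparisons share the 3 untreated libraries, so some overlap arises without any effect. In 20 simulations with no effect of either agent alone, the overlap averaged 1.35 genes, with a range of 0 to 5.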

Overall, genes upregulated upon ionomycin or PMA treatment alone showed little overlap. The combined treatment resulted in upregulation of many genes that were activated by a single stimulus, plus numerous genes not seen with either treatment alone.

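PMA/ionomycin induced 567 genes at least 2-fold that neither agent alone induced 2-fold. Passing a threshold under one treatment and not under another does not by itself show a difference, so the combined treatment was also tested against each agent. For 462 (81.5%) of these 567 genes, PMA/ionomycin was above PMA and above ionomycin with a limma adjusted p under 0.05 in both comparisons. The 567 genes were chosen on the same libraries as higher with PMA/ionomycin and under the threshold with each agent. That choice by itself favors this result, so the 462 is not an independent test. Over all genes tested, 732 genes were higher and 607 lower with PMA/ionomycin than with PMA, at 2-fold or more. Against ionomycin, 912 genes were higher and 1127 lower. This last split moved with the scaling, to 1087 higher and 746 lower with median-of-ratios size factors, which raised the median of all genes in that comparison from −0.16 to 0.00, and to 1057 higher and 805 lower with TMM factors.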

**FIGURE 2.**
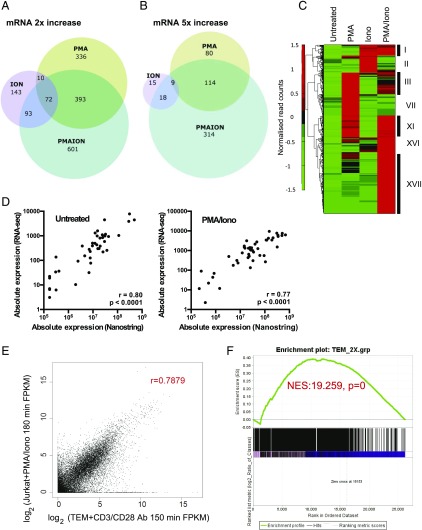
Distinct gene expression patterns are associated with PMA and/or ionomycin stimulation. (**A** and **B**) Venn diagrams showing the overlaps between PMA-, ionomycin-, and PMA/ionomycin-regulated genes in Jurkat cells for genes that are upregulated by at least 2-fold (A) or 5-fold (B) by each condition relative to untreated cells. (**C**) Hierarchical clustering analysis of PMA, ionomycin, or PMA/ionomycin-regulated genes from (A). Data are presented as a heat map showing normalized read counts across rows. Different clusters are depicted with roman numerals. (**D**) Comparison of mRNA levels determined by RNA-seq of untreated and PMA/ionomycin-stimulated Jurkat T cells, using the above data, compared with RNA analyses of a subset of genes by Nanostring (using the same treatment protocol). (**E**) Comparison of mRNA levels determined by RNA-seq of stimulated Jurkat T cells, using the above data, compared with stimulated TEM cells using published data (49). The Jurkat T cells were stimulated for 3 h with PMA and ionomycin as above, whereas TEMs were stimulated for 150 min with CD3 and CD28 Abs (49). (**F**) GSEA was performed using genes that are 2-fold induced in TEMs by CD3 and CD28 Abs, compared with genes sorted according to the level of induction in PMA/ionomycin-stimulated Jurkat cells. All genome-wide RNA-seq data are available in Supplemental Table I, which lists the averages of three independent RNA-seq values, and the fold change in response to specific stimuli. Nanostring data for mRNA expression are available in Supplemental Table II.

Hierarchical clustering confirmed that most of the 1648 upregulated genes were activated by the combined PMA and ionomycin stimulation (groups I, XI, XVI, and XVII), and out of 1159 genes activated 2-fold, 52% were uniquely regulated by the combined treatment (Fig. 2C) (see group XVII for uniquely regulated genes). This gene set includes key inflammatory cytokines and growth factors such as *TNF*, *IL2*, *IL3*, and *CSF2* (13, 14, 37) and other immune mediators such as *CRTAM*, *SLAMF1*, *MMP10*, and *GEM* (Fig. 3A, Supplemental Table I). 

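Genes past the 2-fold level under PMA/ionomycin alone made up 51.5% of all genes past it under that treatment. For 357 of them, the log2 response to PMA/ionomycin was above the sum of the log2 responses to each agent, with an adjusted p under 0.05 for the interaction in limma. These genes were chosen on the same libraries as high with PMA/ionomycin and under 2-fold with each agent, which by itself favors a response above that sum, so the 357 is not an independent test.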

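TNF (ENSG00000232810, chromosome 6, 31543344 to 31546113 on GRCh37) rose from a mean at or under the limit of detection in untreated cells to 7414 ± 280 normalized counts (SD, n = 3) with PMA/ionomycin, which was at least 2065-fold higher. Its means were 38.4 ± 9.10 with PMA and 56.1 ± 4.18 with ionomycin. With PMA/ionomycin, IL2 reached 2982 ± 518, IL3 2847 ± 426 and CSF2 4737 ± 1029 normalized counts, at least 830-fold, 793-fold and 1319-fold higher than the limit in untreated cells. IL2 stayed at or under the limit with either agent alone. CRTAM (chromosome 11, 122709208 to 122743347) had a mean of 2345 ± 131 with PMA/ionomycin, against 21.8 ± 4.64 with PMA and 4.43 ± 1.97 with ionomycin. SLAMF1 reached 285 ± 46.8 and MMP10 reached 635 ± 41.2 normalized counts with PMA/ionomycin, at least 79.3-fold and 177-fold higher than in untreated cells.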

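GEM (ENSG00000164949, chromosome 8, 95261481 to 95274578) gave a response to each agent. Its mean rose from 24.9 ± 5.06 normalized counts (SD, n = 3) in untreated cells to 62.3 ± 12.3 with PMA and 81.2 ± 14.2 with ionomycin, and to 1283 ± 97.0 with PMA/ionomycin. The log2 fold changes were 1.29 for PMA (limma adjusted p = 5.40e-06, higher in 3 of 3 libraries), 1.67 for ionomycin (limma adjusted p = 6.07e-07, higher in 3 of 3) and 5.65 for PMA/ionomycin (limma adjusted p = 3.24e-17, higher in 3 of 3). The interaction of the treatments was 2.68 on the log2 scale (standard error 0.27, limma adjusted p = 6.48e-08). TNF mRNA was higher with PMA/ionomycin than with PMA by 7.58 on the log2 scale (standard error 0.24, limma adjusted p = 2.87e-17, higher in 3 of 3), and CRTAM mRNA by 6.70 (limma adjusted p = 1.18e-14, higher in 3 of 3).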

The expression patterns of these genes are consistent with the requirement for synergistic activation via kinase and Ca^2+^ signaling.

**FIGURE 3.**
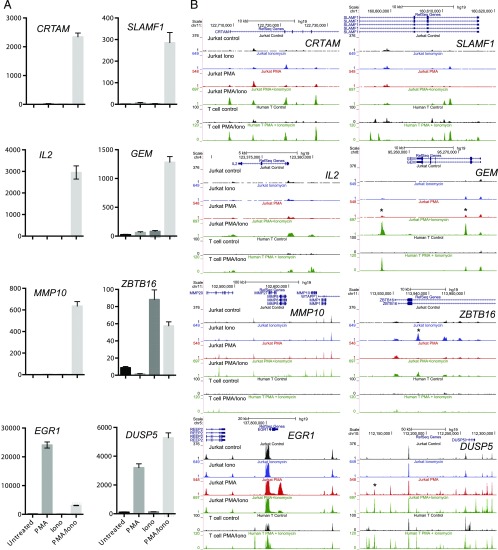
Representative gene expression patterns and corresponding chromatin changes. (**A**) Bar graphs of individual gene expression patterns determined by RNA-seq and measured in fragments per kilobase of transcript per million mapped reads. Error bars indicate SDs based on triplicates. Shown are representative patterns observed in the data. (**B**) University of California Santa Cruz Genome Browser shots of the ATAC-seq patterns present in Jurkat T cells for different gene loci following treatment with 20 ng/ml PMA, 1 μg/ml ionomycin, or PMA and ionomycin (20 ng/ml PMA/1 μg/ml ionomycin) for 3 h, and DNase-seq profiles of human T lymphoblastoid cells before and after treatment with 20 ng/ml PMA plus 2 μM calcium ionophore A23187 for 5 h.

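PMA alone induced 771 genes 2-fold and 205 genes 5-fold. The PMA libraries were all above the untreated libraries for 757 (98.2%) of the 2-fold genes (5% by chance for genes not so chosen), and 760 had an adjusted p under 0.05 in limma. At 2-fold or more in limma, 833 genes were higher and 682 lower with PMA than without. This split moved with the scaling, to 956 higher and 518 lower with median-of-ratios size factors and 919 and 539 with TMM factors. EGR2 (log2 fold change 7.11, limma adjusted p = 3.58e-18, higher in 3 of 3 libraries) was among the 5 largest rises with PMA.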

A large number of genes were also activated by PMA treatment alone (group VII), with 811 genes upregulated by 2-fold and 203 of these by 5-fold (Fig. 2A, 2B, Supplemental Table I). Most of these were a subset of the PMA/ionomycin-inducible genes (total of 393, group XI) (Fig. 2C). These included *DUSP5*, which was induced by PMA alone but was activated to a greater extent by costimulation with ionomycin (Fig. 3A). However, it also included inducible genes such as the TF gene *EGR1*, a known regulator of the IL-2 promoter (73), which was activated by PMA but partially suppressed by costimulation with ionomycin (Fig. 3A). 

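PMA and PMA/ionomycin shared 446 of their 2-fold induced genes, and 373 of these were not induced 2-fold by ionomycin. The simulations gave PMA alone no effect and kept the measured response to PMA/ionomycin. In them, PMA and PMA/ionomycin shared a mean of 2.55 genes.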

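DUSP5 (ENSG00000138166, chromosome 10, 112257596 to 112271302) had means of 111 ± 19.0 normalized counts in untreated cells, 3205 ± 267 with PMA, 133 ± 6.84 with ionomycin and 5282 ± 341 with PMA/ionomycin (SD, n = 3 each). Its log2 fold change with PMA was 4.85 (limma adjusted p = 2.30e-21, higher in 3 of 3 libraries). PMA/ionomycin exceeded PMA by 0.72 (standard error 0.09, limma adjusted p = 1.11e-06, higher in 3 of 3).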

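EGR1 (ENSG00000120738, chromosome 5, 137801179 to 137805004) rose from 132 ± 14.7 to 25542 ± 1815 normalized counts with PMA, a log2 fold change of 7.59 (limma adjusted p = 1.52e-22, higher in 3 of 3 libraries). With PMA/ionomycin its mean was 3264 ± 122, which was lower than with PMA by a log2 fold change of −2.97 (limma adjusted p = 3.82e-15, lower in 3 of 3). Ionomycin alone gave a mean of 105 ± 27.6. The log2 fold change of −0.36 had an adjusted p of 0.0413 in limma, with 2 of 3 libraries below every untreated library. Without ionomycin replicate 2, the log2 fold change was −0.13 (limma adjusted p = 0.320, over alternatives 0.0101 to 0.320).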

As PMA alone induced a similar subset of TFs to proinflammatory cytokines, including NF-κB and AP-1, the PMA-inducible genes were compared with genes that were induced by TNF (Table I). 

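TNF induced 39 genes 5-fold. Of these, 29 were induced 2-fold and 25 were induced 5-fold by PMA. The number of 5-fold genes depended on the value added before the fold was taken, and fell from 39 to 20 when 10 was added in place of 1. limma called 152 genes higher and 4 genes lower with TNF, and without 1 library at a time the lower genes numbered 0 (without untreated replicate 3) to 11 (without TNF replicate 1). At an unadjusted p under 0.05, 1491 genes differed in either direction in the first of these fits.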

Out of a total of 36 genes that were induced at least 5-fold by TNF, we identified 27 that were also induced at least 2-fold by PMA, with 24 of these being induced by at least 5-fold. Many of these genes function as immune regulators, including two members of the NF-κB family of TFs (*NFKB2* and *RELB*), as well as the NF-κB inhibitor *NFKBIA* (Table I).

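NFKB2 had a log2 fold change of 3.03 with TNF (limma adjusted p = 8.04e-20, higher in 3 of 3 libraries) and 2.75 with PMA (limma adjusted p = 1.34e-19, higher in 3 of 3). RELB rose by 3.89 with TNF (limma adjusted p = 3.67e-21, higher in 3 of 3) and by 4.04 with PMA (limma adjusted p = 5.31e-22, higher in 3 of 3). NFKBIA rose by 3.72 with TNF (limma adjusted p = 1.81e-21, higher in 3 of 3) and by 2.53 with PMA (limma adjusted p = 4.22e-19, higher in 3 of 3). In normalized counts, NFKBIA went from 337 ± 8.47 (SD, n = 3) in untreated cells to 4468 ± 84.6 with TNF and 1954 ± 221 with PMA.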

**Table I.** Genes regulated by the PMA and TNF treatment

	TNF Fold Change	PMA Fold Change
MIR146A	40.5	46.1
WNT10A	30.9	11.5
CHRNA6	25.1	3.0
CCL1	17.3	11.9
BIRC3	16.2	14.9
BCL3	16.1	15.7
RELB	14.7	16.5
IL-4I1	13.9	11.7
NFKBIA	13.1	5.8
LTB	11.9	46.1
KREMEN2	8.2	4.2
NFKB2	8.0	6.8
PGLYRP4	7.7	17.2
RGS16	7.3	26.8
GATA3-AS1	7.3	16.4
EPHA2	6.8	6.7
IER3	6.5	92.8
TTC40	6.2	4.2
TNFSF10	5.8	6.4
NINJ1	5.7	7.7
TNFAIP3	5.7	7.3
SGK1	5.6	23.6
FCGBP	5.6	3.9
CYTH4	5.6	8.2
PRR9	5.4	21.7
TNFRSF18	5.3	25.6
TRAF4	5.1	5.9
PGLYRP3	5.1	6.5

Subset of 28 of the 36 genes induced at least 5-fold by TNF, which are also induced at least 2-fold by PMA, showing the fold induction in Jurkat T cells compared with nonstimulated cells. This list includes 24 genes induced at least 5-fold by PMA. Jurkat cells were stimulated with 30 ng/ml TNF for 3 h.

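With ionomycin alone, 313 genes passed the 2-fold level. All ionomycin libraries were above all untreated libraries for 282 (90.1%) of them (5% by chance for genes not so chosen), and 281 had an adjusted p under 0.05 in limma. Without a minimum on the treated mean, 954 genes passed. limma called 314 genes higher and 133 lower with ionomycin at 2-fold or more.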

A group of 318 genes was induced by at least 2-fold by the Ca^2+^ signaling pathway via ionomycin alone (Fig. 2A, Supplemental Table I). Of these, just 42 genes were upregulated by ≥5-fold, which was far fewer than the number of genes induced by PMA alone (Fig. 2B). These included the TF PLZF encoded by *ZBTB16* (Fig. 3A). This observation is consistent with previous observations that NFAT activation on its own is more strongly associated with chromatin remodeling than with transcriptional activation (15). These results suggest that in vitro activation of the full complement of TCR-responsive genes is dependent on both PMA and ionomycin and amounts to more than just the sum of both.

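Ionomycin induced 41 genes 5-fold, and each had an adjusted p under 0.05 in limma. With 10 in place of 1 added to each value, 13 genes passed the 5-fold level with ionomycin and 116 with PMA. TNS3 (log2 fold change 7.10, higher in 3 of 3 libraries) was among the 5 largest rises with ionomycin.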

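ZBTB16 (ENSG00000109906, chromosome 11, 113930315 to 114121398) had a mean of 8.80 ± 2.45 normalized counts (SD, n = 3) in untreated cells, 88.3 ± 19.4 with ionomycin and 57.6 ± 8.02 with PMA/ionomycin. Its log2 fold change with ionomycin was 3.20 (limma adjusted p = 4.01e-07, higher in 3 of 3 libraries). With PMA its mean, 1.05, was at or under the limit of detection, 3.37. The fitted log2 fold change with PMA, −2.37 (limma adjusted p = 6.45e-06, lower in 3 of 3), therefore gives the direction and not the size. PMA/ionomycin and ionomycin differed by −0.59 (limma adjusted p = 0.151), less than could be told from the spread between replicates. Over the alternatives tried, this adjusted p ranged from 0.0129 to 0.470.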

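The increase in mean normalized counts with PMA/ionomycin exceeded the sum of the increases with each agent for 857 (77.8%) of the 1101 genes induced 2-fold by PMA/ionomycin. The count was 568 (51.6%) when the least favourable library of each group was used for every gene. On the log2 scale, where the sum of the single responses stands for multiplied effects, limma called 473 genes above that sum and 506 below it over all genes tested. Among the 1101 genes, 371 were called above and 59 below. The 1101 genes were chosen as high with PMA/ionomycin on the same libraries, which favors a response above the sum on either scale, so the counts among them do not test it. The paper proposes that activating the full set of TCR-responsive genes in vitro needs both PMA and ionomycin and exceeds the sum of the single responses.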

To confirm the validity of the RNA-seq data, we compared a subset of the above data with values obtained by Nanostring analyses. For both untreated and PMA/ionomycin-stimulated cells, the Nanostring values correlated well with the RNA-seq values (Fig. 2D, Supplemental Table II).

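For the 49 genes of the paper's NanoString table, the log10 of the mean RNA-seq value was compared with the log10 of the paper's NanoString mean. Across genes, which are not independent replicates, Pearson's r was 0.903 and Spearman's rho 0.889 in untreated cells. With PMA/ionomycin, r was 0.888 and rho 0.840. The permutation test with 100000 resamples gave p = 1e-05 for each of these 4 values, the smallest it can give, and the same after Benjamini-Hochberg adjustment. The linear scale moved r most, to 0.773 in PMA/ionomycin-treated cells.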

To confirm that Jurkat T cells represented a valid model for studying the PMA/ionomycin induciblity of genes in T lineage cells, we compared the above data obtained from stimulated Jurkat cells with published data obtained from primary human TEMs stimulated using CD3 and CD28 Abs (Fig. 2E) (49). This analysis demonstrated that there was a good correlation between the two data sets. These conclusions were further supported by GSEA comparing the two data sets (Fig. 2F).

### Stimulus-specific gene expression patterns correlate with chromatin landscapes

To link changes in chromatin structure with inducible gene expression profiles, we analyzed ATAC-seq profiles that were collected simultaneously with the RNA-seq analyses. 

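ATAC-seq, in which a transposase inserts sequencing adaptors into accessible DNA, was performed on 3 libraries each of untreated, PMA-treated, ionomycin-treated and PMA/ionomycin-treated Jurkat cells. The authors deposited 1 list of peaks, called on reads of the combined PMA and ionomycin treatment, with the fragment ends in each peak scaled to a common total. The list held 100000 entries, of which 99672 had a position and values. Its last peak on chromosome X lay at 47.4 Mb of 155 Mb and it held no peak on Y, so the peaks beyond were not analysed here. Dividing by the scaling factor returned whole fragment ends, 4464465 to 16577193 per library, with group medians of 9537441 in untreated, 12438614 in PMA-treated, 13698165 in ionomycin-treated and 15103791 in PMA/ionomycin-treated cells. The median peak was 253 bp long. A count of 0 allows normalized values of up to 2.10 to 7.81 depending on the library. Replicates correlated with r of 0.939 to 0.966 across peaks and differed by more than sampling noise. Peaks were called induced by the same fold rule as the mRNAs, and by limma in a single fit of the 12 libraries on the 96773 peaks with a mean of at least 10 in at least 1 of the 4 groups.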

ATAC-seq is a surrogate for DHS analysis and it is similarly used to identify accessible regions of DNA. Accessible DNA regions are free from nucleosomes within chromatin, and they are typically occupied by TFs in place of histones (43). Typical ATAC-seq profiles are shown in Fig. 3B, where it can be seen that additional ATAC peaks are acquired in inducible loci in patterns that mirror the patterns of mRNA induction seen in Fig. 3A. 

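Peaks of the deposited list in the regions drawn in Fig. 3B were tested with limma at an adjusted p under 0.05 and 2-fold or more. At IL2, 0 of 4 peaks rose with PMA, 0 with ionomycin and 4 with PMA/ionomycin, and no further IL2 peak was higher with either agent alone at an unadjusted p under 0.05. One of these, chosen as the largest change in the window (chromosome 4, 123371662 to 123371874), lay 6.11 kb downstream of the IL2 start site and had a mean of 26.0 ± 14.7 normalized values with PMA/ionomycin (SD, n = 3), at least 5.34-fold higher than in untreated cells, where it was at or under the limit of detection (limma adjusted p = 8.51e-04, higher in 3 of 3 libraries). At CRTAM, 2 of 6 peaks rose with PMA, 3 with ionomycin and 5 with PMA/ionomycin. At EGR1, 3 of 7 rose with PMA, 0 with ionomycin (1 at an unadjusted p under 0.05) and 4 with PMA/ionomycin.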

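At the CRTAM start site (peak on chromosome 11, 122708846 to 122709452), accessibility rose by 2.84 on the log2 scale with PMA/ionomycin (limma adjusted p = 1.08e-08, higher in 3 of 3 libraries), by 0.83 with PMA (limma adjusted p = 0.0198, over alternatives 0.00153 to 0.128, higher in 3 of 3) and by 0.19 with ionomycin (limma adjusted p = 0.808, above every untreated library in 1 of 3). Without PMA replicate 3, the adjusted p with PMA was 0.128 in limma, and without ionomycin replicate 2 the log2 fold change with ionomycin was −0.0082. The interaction of the treatments was 1.81 (limma adjusted p = 0.0112), and without PMA/ionomycin replicate 2 it was 1.71 (limma adjusted p = 0.0633, over alternatives 1.27e-04 to 0.0633). An intronic CRTAM peak 18.3 kb downstream (122727183 to 122727771) rose with each agent, by 3.07 with PMA (limma adjusted p = 9.73e-07, higher in 3 of 3) and 2.42 with ionomycin (limma adjusted p = 1.57e-05, higher in 3 of 3), and by 4.55 with PMA/ionomycin (limma adjusted p = 6.63e-10, higher in 3 of 3). The intronic SLAMF1 peak (chromosome 1, 160611228 to 160611787) had means of 28.7 ± 1.89 normalized values in untreated cells (SD, n = 3), 34.7 ± 9.71 with PMA, 124 ± 18.5 with ionomycin and 303 ± 29.8 with PMA/ionomycin. At GEM, the peak 19.9 kb downstream of its start site (chromosome 8, 95254224 to 95255099) went from 32.0 ± 11.0 in untreated cells to 107 ± 29.0 with PMA, 79.9 ± 8.48 with ionomycin and 836 ± 123 with PMA/ionomycin, and the intronic GEM peak (95271265 to 95271767) went from 33.9 ± 3.09 to 78.2 ± 1.98, 101 ± 11.1 and 387 ± 20.6. The interaction at the first of these GEM peaks was 1.64 (limma adjusted p = 0.0211), with adjusted p from 5.02e-04 to 0.0821 over the alternatives.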

For *CRTAM*, *SLAMF1*, *MMP10*, and *GEM* there are prominent peaks that are induced via the combined PMA and ionomycin treatment, but not in response to either agent alone. This pattern is consistent with cooperation between NFAT and AP-1. 

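The ZBTB16 intronic peak 7.27 kb downstream of its start site (chromosome 11, 113936865 to 113937205) had a mean of 36.6 ± 7.16 normalized values (SD, n = 3) in untreated cells, 351 ± 54.6 with ionomycin, 30.3 ± 12.4 with PMA and 186 ± 34.7 with PMA/ionomycin. The log2 fold change with ionomycin was 3.23 (limma adjusted p = 1.29e-07, higher in 3 of 3 libraries). In the drawn ZBTB16 region, 3 of 8 peaks rose with PMA, 2 with ionomycin and 3 with PMA/ionomycin. The peak 678 bp from the start site rose by 1.00 with PMA (limma adjusted p = 0.00258), whereas ZBTB16 mRNA was lower with PMA.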

For the ionomycin-inducible *ZBTB16* gene there is an ionomycin-induced ATAC peak. For the PMA-inducible *DUSP5* gene there are two PMA-inducible ATAC peaks, one of which is further induced upon addition of ionomycin, in parallel with *DUSP5* mRNA. In contrast, the PMA-inducible *EGR1* gene also exhibits a PMA-induced ATAC peak, but in this case the peak is suppressed by the addition of ionomycin, in parallel with suppression of mRNA expression.

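Of 61 DUSP5 peaks tested in the drawn region, 43 rose with PMA, 0 with ionomycin (4 higher at an unadjusted p under 0.05) and 45 with PMA/ionomycin. The peak whose sequence is shown in Fig. 4A (chromosome 10, 112124209 to 112124824) rose from 21.3 ± 11.0 to 312 ± 22.5 normalized values with PMA (SD, n = 3; log2 fold change 3.96, limma adjusted p = 8.22e-08, higher in 3 of 3 libraries). With PMA/ionomycin its mean was 692 ± 93.3, above PMA by 1.14 (limma adjusted p = 0.00627, higher in 3 of 3). A peak at 112288271 to 112289171 rose with PMA by 2.64 (limma adjusted p = 1.84e-08, higher in 3 of 3), and PMA/ionomycin exceeded PMA there by 0.59 (limma adjusted p = 0.0124, higher in 3 of 3). In limma this last difference was 0.06 once the dependence of each library on GC content was removed (adjusted p = 0.810, over alternatives 6.46e-04 to 0.810). The peak at 112295632 to 112296354 gave 1.22 with PMA and a further 0.93 with PMA/ionomycin (limma adjusted p = 5.87e-04, higher in 3 of 3).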

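The peak 4.75 kb downstream of the EGR1 start site (chromosome 5, 137805559 to 137806268) had means of 11.3 ± 6.26 normalized values in untreated cells, 1675 ± 610 with PMA, 20.8 ± 10.1 with ionomycin and 301 ± 88.5 with PMA/ionomycin (SD, n = 3 each). Its log2 fold change with PMA was 7.14 (limma adjusted p = 4.25e-09, higher in 3 of 3 libraries). PMA/ionomycin was lower than PMA by a log2 fold change of −2.44 (limma adjusted p = 1.24e-04, lower in 3 of 3). The interaction was −3.26 (limma adjusted p = 0.00776), with an adjusted p of 0.0554 in limma without its trend.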

To determine whether the above ATAC data were representative of rapidly proliferating primary human T cells, we performed a DNase I sequencing analysis of DHSs present in bulk human T lymphoblastoid cells, generated by first stimulating human peripheral blood T cells with PHA and then expanding them by culture in the presence of IL-2 (67). This confirmed that most of the ATAC peaks induced by PMA/ionomycin in Jurkat T cells were also induced by the same stimuli in nontransformed proliferating human T cells (Fig. 3B). 

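In the drawn region around MMP10, 11 of 20 peaks tested rose with PMA/ionomycin, 4 with PMA and 3 with ionomycin. An intronic WTAPP1 peak of this region (chromosome 11, 102631033 to 102631499) had means of 16.7 ± 10.0 normalized values in untreated Jurkat cells (SD, n = 3), 60.5 ± 12.3 with PMA, 55.4 ± 13.4 with ionomycin and 259 ± 46.3 with PMA/ionomycin. The log2 fold changes were 1.98 with PMA (limma adjusted p = 6.35e-04), 1.85 with ionomycin (limma adjusted p = 0.00198) and 4.06 with PMA/ionomycin (limma adjusted p = 2.34e-08), each with 3 of 3 libraries higher.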

Interestingly, a cluster of metallopeptidase genes encompassed an array of ATAC peaks spanning *MMP10* that were induced in Jurkat T cells but not in primary human T cells.

An analysis of the sequences of four of the inducible ATAC peaks (marked by asterisks in Fig. 3B) showed that two PMA/ionomycin-inducible peaks in the *GEM* locus contained both NFAT and AP-1 motifs, an ionomycin-induced ATAC peak in *ZBTB16* contained four NFAT motifs, whereas a PMA-induced peak near *EGR1* contained two AP-1 motifs and one NFAT motif, which can account for the observed responses of these elements (Fig. 4A). These four regions were also tested for enhancer activity in transient transfection assays of luciferase reporter genes in Jurkat T cells, using the PMA/ionomycin-inducible human −37 kb IL-3 enhancer (16) as a control (Fig. 4B). These analyses demonstrated that each region functions as an inducible enhancer dependent on both PMA and ionomycin. These findings revealed that enhancer activity still required both calcium and kinase signaling, even in instances when the corresponding ATAC peak was induced by either PMA or ionomycin alone.

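The GRCh37 sequence of the deposited peaks was searched on both strands for AP-1 (TGASTCA) and NFAT (GGAAAA) motifs and for the shorter NFAT core (GGAAA). The search for the core was added after the values were seen. The intronic GEM peak held 2 AP-1 motifs, 0 NFAT motifs and 1 NFAT core. The other GEM peak held 3 AP-1 motifs, 0 NFAT motifs and 4 NFAT cores. The ZBTB16 peak held 0 AP-1 motifs, 1 NFAT motif and 5 NFAT cores. The DUSP5 peak, the locus named in the legend of Fig. 4A, held 2 AP-1 motifs, 0 NFAT motifs and 4 NFAT cores.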

**FIGURE 4.**
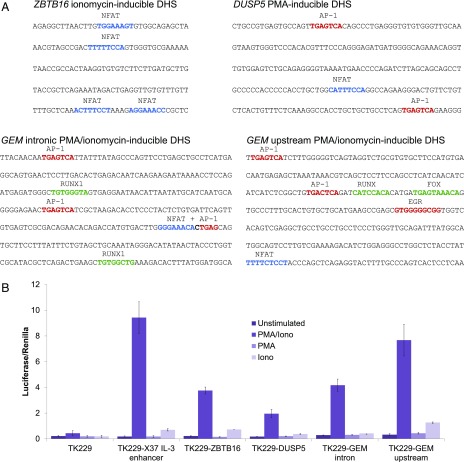
Analyses of sequences found at inducible ATAC peaks. (**A**) Inducible NFAT, AP-1, and or EGR binding motifs are present in the sequences corresponding to stimulus-specific ATAC-seq peaks. Shown are the analyses of inducible ATAC peaks from the PMA/ionomycin-inducible GEM locus, the ionomycin-inducible ZBTB16 locus, and the PMA-inducible DUSP5 locus (corresponding peaks marked by asterisks in Fig. 3B). (**B**) Luciferase reporter gene analysis of inducible enhancer function for the above sequences from ZBT16, DUSP5, and GEM genes, plus the inducible human −37 kb IL-3 gene enhancer (16) used in this study as a positive control.

### Global analysis of ATAC and mRNA profiles

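Under the fold rule, 8387 peaks were induced 2-fold by PMA and 5196 by ionomycin. All treated libraries were above all untreated libraries for 7354 (87.7%) of the PMA peaks and 4697 (90.4%) of the ionomycin peaks (5% by chance for peaks not so chosen). The fold required and the minimum on the treated mean moved these counts most. At 4-fold, 1172 peaks passed with PMA and 1088 with ionomycin, and with a treated mean of at least 200, looked at after the values were seen, 580 and 451 passed. In limma, 7019 peaks were higher and 950 lower with PMA, and 3946 were higher and 91 lower with ionomycin. Ionomycin replicate 3 moved its count more than 1.5 times, to 2591 higher peaks without it, and PMA replicate 3 moved the PMA count to 4555. Removal of each library's GC trend, chosen after the values were seen, left 4903 peaks higher and 2628 lower with PMA. With ionomycin it left 3197 higher and 572 lower.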

As was seen above at the mRNA level, stimulation with PMA or ionomycin alone induced far fewer specific ATAC peaks than were induced by PMA plus ionomycin (Fig. 5). We identified 2795 ATAC peaks that were induced in Jurkat cells by PMA and ionomycin at least 2-fold, which were associated with 2158 genes. 

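PMA/ionomycin induced 23545 of the deposited peaks at least 2-fold, with 22769 (96.7%) of them higher in all treated libraries than in all untreated libraries. limma called 22663 peaks higher and 4219 lower with PMA/ionomycin. After removal of each library's dependence on the GC content of the peaks, chosen after the values were seen, the calls were 15005 higher and 14353 lower. Each peak was assigned to the gene with the nearest GENCODE start site, and the induced peaks were nearest to 13320 genes. At 4-fold, 11965 peaks nearest to 8102 genes were induced.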

The profiles of all of the 19,763 peaks identified in untreated or PMA/ionomycin-stimulated Jurkat cells (Supplemental Table III) are depicted in Fig. 5B, which shows the ATAC peak profiles centered within 2-kb regions and ranked in order of increasing inducibility. 

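The peaks induced by PMA were nearest to 6221 genes and those induced by ionomycin to 4050 genes, counting each gene once.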

PMA induced 732 peaks 2-fold, and these were associated with 685 genes, whereas ionomycin induced 445 peaks 2-fold, which were associated with 412 genes. The vast majority of the genes with peaks induced by PMA or ionomycin alone also have peaks induced by the combined treatment (Fig. 5A). 

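Of the genes nearest to peaks induced by PMA, 5902 (94.9%) were also nearest to a peak induced by PMA/ionomycin, and of those nearest to peaks induced by ionomycin, 3785 (93.5%) were. PMA/ionomycin peaks alone were nearest to 5553 (41.7%) of its genes. The comparisons share the untreated libraries, so much overlap arises without an effect of a single agent. In simulations of that kind a mean of 227 of 337 peaks passing with PMA, and 205 of 299 with ionomycin, also passed with PMA/ionomycin.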

Our results suggest that in vitro activation of TCR-responsive enhancers requires treatment with both PMA and ionomycin, resulting in the activation of regulatory elements not induced by either alone. 

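Among the peaks induced by PMA/ionomycin, 12868 (54.7%) were induced 2-fold by neither agent alone, and 1403 peaks were induced by both PMA and ionomycin. Without an effect of either agent alone, PMA and ionomycin shared 49 to 91 peaks in 20 simulations. For 9846 (41.8%) of the PMA/ionomycin peaks, PMA/ionomycin was above PMA and above ionomycin with an adjusted p under 0.05 in both comparisons. These peaks were chosen as high with PMA/ionomycin on the same libraries, which favors this result, so the 9846 is not an independent test. limma called 12194 peaks higher and 1282 lower with PMA/ionomycin than with PMA, and 8267 higher and 5360 lower after removal of each library's GC trend, which was added after the values were seen. The interaction was above 0 for 1029 peaks and below 0 for 105 peaks at 2-fold or more. This count varied widely with single libraries, from 118 peaks above 0 without PMA/ionomycin replicate 2 to 2597 without untreated replicate 1. A fit with replicate number as a block gave 3341 peaks above 0 and 537 below, outside that range. The paper proposes that activating TCR-responsive enhancers in vitro needs both PMA and ionomycin, and that their combination activates elements that neither activates alone.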

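Peaks induced 2-fold by PMA/ionomycin made up 23.6% of the deposited peaks with values. With a 4-fold requirement they made up 12.0%, and with a treated mean of at least 50 in place of 10 they made up 10.9%.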

The PMA/ionomycin-inducible peaks represented 14% of the total number of ATAC peaks detected in either stimulated or nonstimulated Jurkat cells.

**FIGURE 5.**
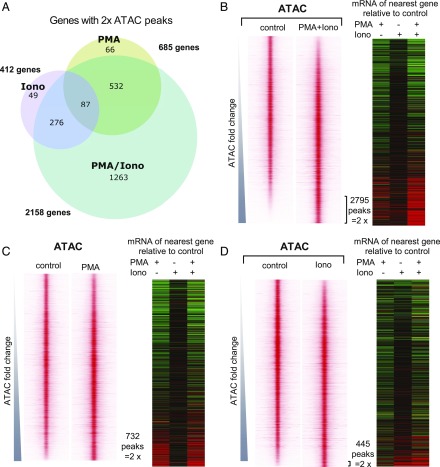
PMA and/or ionomycin treatments induce distinct chromatin changes. (**A**) Venn diagram showing differential chromatin regulation in Jurkat T cells treated with PMA (20 ng/ml), ionomycin (1 μg/ml), or PMA and ionomycin (20 ng/ml PMA/1 μg/ml ionomycin) cotreatment. Shown are the numbers of genes associated with ATAC-seq peaks that are upregulated by >2-fold by each condition relative to untreated cells. (**B**–**D**) Profiles of the ATAC-seq signals within 2-kb windows centered on each peak for PMA/ionomycin (B), PMA (C), and ionomycin (D), aligned with the mRNA expression levels (fold change relative to the untreated control) of the nearest gene (defined by the proximity between ATAC-seq peak and the nearest transcription start site). Window-centered analysis includes the union of all peaks present in each treatment. Peaks are displayed in the order of increasing ATAC-seq signal for each treatment relative to the untreated control. All Jurkat T cell ATAC peak data are available in Supplemental Table III, which lists the averages of three independent ATAC values, and the fold change in response to specific stimuli.

To correlate the ATAC data with the mRNA data, we depicted the inducible responses of the genes nearest to the ATAC peaks as heat maps, showing the relative fold changes in expression in response to the three different treatments (Fig. 5B–D). These analyses reinforced the view that the combination of PMA and ionomycin was a much stonger inducing agent than ionomycin alone, whereas PMA alone was sufficient to activate a larger subset of genes than ionomycin alone.

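Among genes with an mRNA measured and a peak nearest to them, 917 mRNAs were induced 2-fold by PMA/ionomycin, and 545 (59.4%) of these had an induced peak, against 24.1% of the other mRNAs (odds ratio 4.61, Fisher's exact test across genes, p = 1.70e-104). For PMA, 227 of 619 induced mRNAs (36.7%) had an induced peak, against 11.5% of the others (odds ratio 4.46, Fisher's exact p = 2.07e-55). For ionomycin, 75 of 243 (30.9%) did, against 7.91% (odds ratio 5.20, Fisher's exact p = 1.43e-24). Genes are not independent replicates, so these p-values describe the association across genes. A gene with more peaks nearest to it has more chances of an induced one. Neither Fisher's test nor the random lists below account for the number of peaks per gene. With protein-coding start sites only, added after the values were seen, the PMA/ionomycin shares were 77.1% and 42.2% (odds ratio 4.59). The median log2 mRNA change of the genes nearest to induced peaks was 0.05 for PMA/ionomycin, 0.02 for PMA and 0.08 for ionomycin, in each case above all 10000 random gene lists of the same size and expression. When only start sites of protein-coding genes were used, an alternative chosen after the values were seen, the ionomycin genes were at percentile 75.3 of the random lists.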

To track the responses of individual genes, we directly compared the individual inducible responses to the single and combined stimuli for each of the 455 genes where mRNA was induced 5-fold (Fig. 6A), and for each of the 2795 ATAC peaks that were induced 2-fold (Fig. 6B) by the combined stimulation with PMA and ionomycin. 

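For the 5-fold PMA/ionomycin genes, the median log2 fold change with PMA alone was 1.38, and 86.1% of the genes were above 0. The genes were chosen against the same untreated libraries, which by itself raises this value. In the simulations without a PMA effect, the median was 0.02 and 52.9% of genes were above 0.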

The mRNA responses to PMA revealed a trend for the whole population of 455 inducible genes to show partial responses to PMA alone, but most of these had much stronger responses to the combined treatment. In contrast, the pattern of mRNA responses to ionomycin more closely resembled that seen for unstimulated cells. 

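With ionomycin alone, the same genes had a median log2 fold change of 0.48, and 72.7% were above 0. The simulations without an ionomycin effect gave a median of 0.02, with 52.7% above 0.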

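For the peaks induced 2-fold by PMA/ionomycin, the median log2 fold change was 0.81 with PMA, with 89.8% of peaks above 0, and 0.47 with ionomycin, with 78.4% above 0. When these peaks were chosen against untreated replicate 1 alone and their responses taken against the other libraries, the medians were 0.53 with PMA and 0.21 with ionomycin.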

The ATAC data showed a similar trend whereby PMA, but not ionomycin, induced partial responses at many chromatin regions. 

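Of the peaks induced by PMA/ionomycin, 7285 (30.9%) were higher with PMA, and 3811 (16.2%) were higher with ionomycin, at an adjusted p under 0.05 in limma. All 3 PMA libraries were above all untreated libraries for 43.2% of them and all 3 ionomycin libraries for 29.2%. Chance gives 5% for peaks not chosen by their values, and more for these, which were chosen as high over the same untreated libraries.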

The fold-change analyses in Fig. 6B and 6C also showed that many of the ATAC peaks were partially induced by PMA alone, and to a greater extent than by ionomycin alone. The magnitudes of the changes induced in ATAC peaks by ionomycin were mostly within the margins of error, confirming that ionomycin alone is largely ineffective at inducing either chromatin accessibility or mRNA expression.

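The change with ionomycin did not pass an adjusted p of 0.05 for 19723 (83.8%) of the peaks induced by PMA/ionomycin. In simulations without an ionomycin effect, the median log2 fold change of such peaks was 0.07 and 56.2% were above 0, below the values measured.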

**FIGURE 6.**
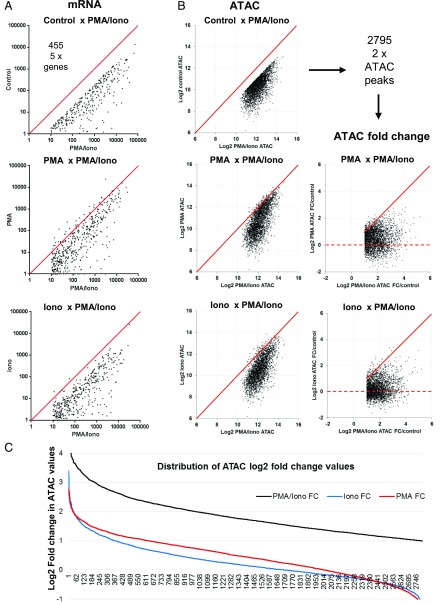
PMA/ionomycin-induced gene expression patterns are correlated with chromatin changes. (**A**) Comparison of individual inducible reponses to the single and combined stimuli for each of the 455 genes upregulated (by 5-fold) by PMA/ionomycin cotreatment (as defined in Fig. 2B). Shown are scatter plots of individual gene expression values across different treatment conditions. A line representing identical values is shown in red. (**B**) Differential analysis of the 2795 ATAC-seq peaks that were induced by PMA and ionomycin cotreatment by 2-fold (as defined in Fig. 4A). Shown are scatter plots of individual ATAC-seq peak values across different treatment conditions. Data are represented either as peak intensity or fold change (FC) in log_2_ scale. A line representing identical values is shown in red. The broken line indicates the level of no fold change. (**C**) Distribution of ATAC-seq peak values across different treatment conditions (in log_2_).

### Enriched TF binding motifs reflect T cell activation markers

To gain insights as to how simultaneous stimulation with PMA and ionomycin could result in activation of specific elements not induced by either treatment alone, we hypothesized that this might be due to these elements requiring binding of the full complement of TCR-induced TFs at the same time (i.e., AP-1, NFAT, and NF-κB), including the composite motif for AP-1 and NFAT (Fig. 1B). To identify TFs involved in treatment-specific chromatin landscapes, we used HOMER to perform an unbiased search for enriched TF binding motifs within accessible regions of chromatin (66) (Fig. 7A). Motifs identified in this way were then mapped over the coordinates of the DHS profiles depicted above in Figs. 5 and 7B. These analyses revealed the motif signatures of the NFAT, AP-1, EGR, and NF-κB families of TCR-inducible TFs in the PMA/ionomycin-inducible ATAC peaks (Fig. 7). 

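Motifs were counted in the 200 bp around the midpoint of each peak and compared between induced peaks and unchanged peaks, whose ratio to untreated lay between 0.8 and its reciprocal. AP-1 motifs were present in 47.2% of the peaks induced by PMA/ionomycin and 5.05% of unchanged peaks (odds ratio 16.8, with a Fisher's exact p too small to be represented). NFAT motifs were present in 24.5% and 14.5% (odds ratio 1.92, Fisher's exact p = 1.97e-206), and NF-κB motifs in 9.27% and 3.74% (odds ratio 2.63, Fisher's exact p = 9.14e-169). Peaks are not independent replicates. Induced peaks had a mean GC content of 44.4% and unchanged peaks 54.2%. With unchanged peaks matched on GC content, a background added after the values were seen, the odds ratios were 13.9 for AP-1, 1.44 for NFAT and 5.26 for NF-κB. EGR motifs were not analysed here.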

The NFAT motifs were identified in this study as part of the previously described composite NFAT/AP-1 motif, which is known to integrate Ca^2+^ and kinase signaling pathways in T cells (11, 21, 24–26). The NFAT, AP-1, and NF-κB motifs were all preferentially enriched in the inducible ATAC peaks (Fig. 7B).

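A pattern for NFAT/AP-1 set before the data were examined, with 4 bases between its parts and up to 1 mismatch in the AP-1 part, was found in 0.837% of the peaks induced by PMA/ionomycin and 0.152% of unchanged peaks (odds ratio 5.54, Fisher's exact p = 1.88e-36, and odds ratio 3.20 with GC-matched unchanged peaks). It has 1 base more between its parts than the motif drawn in Fig. 7A. The same pattern with 3 bases, added after these values were seen, was found in 2.81% and 0.177% (odds ratio 16.4, Fisher's exact p = 9.57e-194, and odds ratio 13.3 with GC-matched unchanged peaks).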

**FIGURE 7.**
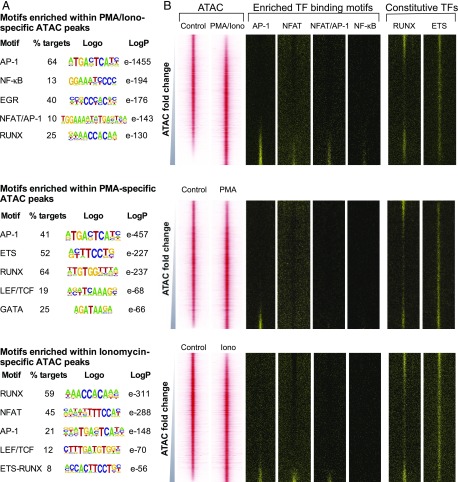
Differential regulation of the chromatin landscape. (**A**) Result of de novo TF binding motif search of PMA-specific (top), ionomycin-specific (middle), or PMA/ionomycin-specific (bottom) ATAC-seq peaks using HOMER. Top motifs characterized by the fraction of peaks present (per treatment), sequence logo, and *p* value for enrichment (versus randomized sequence control) are shown. (**B**) Profiles of the ATAC-seq signals within each 2-kb window centered on each peak for PMA, ionomycin, and PMA/ionomycin aligned with the locations of the specific TF binding motifs. Window-centered analysis includes the union of all peaks present in each treatment, with peaks displayed in order of increasing ATAC-seq signal for each treatment relative to the control.

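In peaks induced by PMA, AP-1 motifs were present in 48.4%, against 6.60% of peaks unchanged by PMA (odds ratio 13.3). NFAT motifs were present in 17.5% and 14.5% (odds ratio 1.26, Fisher's exact p = 1.09e-12). The difference in NFAT reversed against GC-matched unchanged peaks, of which 18.5% held the motif (odds ratio 0.937, Fisher's exact p = 0.112). NF-κB motifs were present in 10.8% of the PMA peaks (odds ratio 3.13, Fisher's exact p = 4.72e-139). In the 788 peaks induced only by PMA, AP-1 motifs were present in 17.3% and NFAT motifs in 11.0%.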

HOMER analysis of the PMA-inducible ATAC peaks revealed motif signatures for the kinase-inducible TF AP-1 (Fig. 7A); importantly, however, no NFAT motifs were seen in the DHS profiles of the PMA-inducible ATAC peaks (Fig. 7B). This reflects the conclusions above that PMA alone does indeed induce a subset of genes in the absence of Ca^2+^ signaling.

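In peaks induced by ionomycin, NFAT motifs were present in 43.1% and AP-1 motifs in 39.1%, against 13.4% and 9.20% of unchanged peaks (odds ratios 4.92 and 6.34, each with a Fisher's exact p too small to be represented). The NFAT/AP-1 pattern with 4 bases between its parts was present in 1.08% (odds ratio 6.45, Fisher's exact p = 2.56e-22), and the pattern with 3 bases, added after these values were seen, in 6.76% (odds ratio 30.3, Fisher's exact p = 3.62e-262). NF-κB motifs were less frequent in ionomycin peaks, at 2.46% against 4.33% (odds ratio 0.558, Fisher's exact p = 7.10e-12), a difference absent against GC-matched peaks (odds ratio 0.992). Of the 5196 ionomycin peaks, 4481 were also induced by PMA/ionomycin. In the 699 peaks induced only by ionomycin, NFAT motifs were present in 45.2% but AP-1 motifs in only 8.15%, against 47.2% of peaks induced only by PMA/ionomycin. The 699 peaks leave out all that also rose with PMA or PMA/ionomycin, treatments whose peaks often held AP-1 motifs. That choice by itself lowers the share of AP-1 motifs. The 8.15% therefore does not decide whether sites induced by ionomycin carry them.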

Curiously, HOMER analysis of the ionomycin-inducible ATAC peaks revealed motif signatures for both AP-1 and NFAT. Hence, AP-1 motifs are enriched in DHSs induced by Ca^2+^ signaling even in the absence of AP-1. We interpreted this as meaning that NFAT motifs are rarely found in inducible DHSs in T cells in this absence of its usual partner AP-1, and that NFAT rarely functions to activate gene expression on its own. However, in some cases it is clear that NFAT is sufficient to induce DHSs in the absence of AP-1, presumably at sites that encompass a sufficient number of high-affinity motifs, for example the DHS defined above in the *ZBTB16* locus (Fig. 4A).

The inducible DHSs were also enriched to varying degrees in RUNX and ETS motifs, which are sometimes observed as composite ETS/RUNX motifs (1, 60) and are known to function widely to regulate gene expression in T cells and at other stages of blood cell development (1, 74, 75). Inducible DHSs also contain motifs for TCF/LEF family TFs (76). However, these constitutive TFs were more enriched in PMA- or ionomycin-specific peaks than in PMA/ionomycin-specific sites, suggesting that the latter are truly inducible sites. 

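RUNX motifs (TGTGGT) were present in 44.8% of the 699 peaks induced only by ionomycin and 24.5% of those induced only by PMA/ionomycin (odds ratio 2.50, Fisher's exact p = 9.46e-30). In the 788 peaks induced only by PMA they were present in 30.1% (odds ratio 1.33, Fisher's exact p = 5.70e-04). The PMA difference was not seen at 4-fold, where 21.8% of 87 peaks held the motif against 22.0% (odds ratio 0.988, Fisher's exact p = 1.00), and without PMA replicate 1 the odds ratio was 1.12 (Fisher's exact p = 0.0820). ETS and TCF motifs were not analysed here.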

Overall, our results suggest that the activation of TCR-inducible enhancers requires binding of both AP-1 and NFAT, either to distinct motifs or as a composite motif, as well as NF-κB binding.

To find evidence directly linking inducible chromatin accessibility with TF activity, we used the Wellington algorithm (63) to perform a digital footprinting analysis of occupied TF binding motifs. We centered the average ATAC transposase insertion profiles at genomic coordinates of specific motifs identified in PMA/ionomycin-inducible peaks (Figs. 7, 8). This produced strong evidence that AP-1, NFAT, and NFAT/AP-1 motifs were indeed occupied within the ATAC peaks in cells stimulated with PMA and ionomycin. These data also suggested that stable AP-1 and NFAT binding, as well as chromatin opening, are highly cooperative processes relying on both kinase and calcium signaling, because much less evidence of occupancy was detected after stimulation with either PMA or ionophore alone (Fig. 8).

**FIGURE 8.**
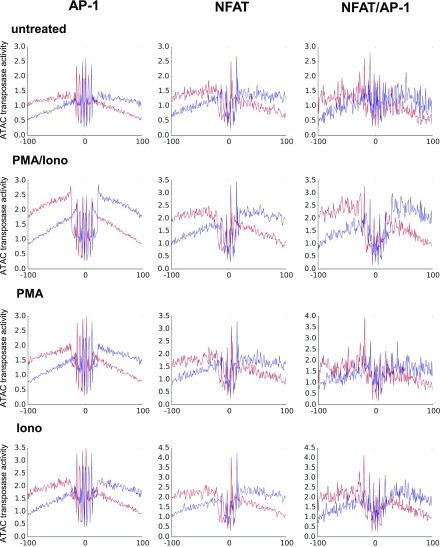
Digital genomic footprinting analyses (63) showing occupancy at genomic coordinates of AP-1, NFAT, and composite NFAT/AP-1 motifs identified in 2-fold–induced ATAC peaks in untreated Jurkat cells and Jurkat cells stimulated with PMA plus ionomycin, PMA alone, or ionomycin alone. Upper strand reads are shown in red and lower strand reads are shown in blue.

### Jurkat T cells and primary human T cells share a common set of inducible DNA elements

A global analysis of the PMA/ionomycin-inducible DHSs identified in human T blast cells revealed 8171 DHSs that were induced 2-fold relative to untreated cells (Fig. 9A). These inducible DHSs had a similar TF motif composition to the above PMA/ionomycin-inducible Jurkat ATAC peaks (Fig. 7A), and to the PMA/ionomycin-inducible DHSs present in mouse T blast cells (1) (Fig. 9C). We found that 1051 of these DNA elements were inducible in both Jurkat T cells and in primary T cells (Fig. 9C).

**FIGURE 9.**
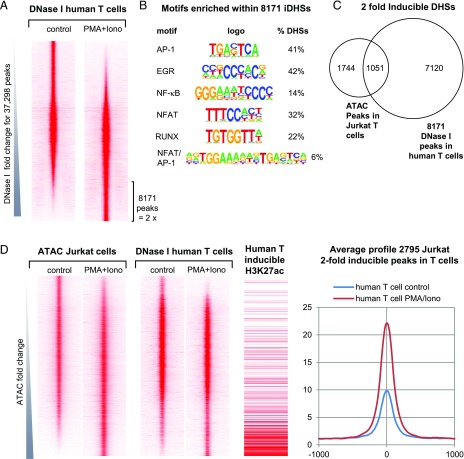
DHS analyses of human T cells stimulated with PMA and calcium ionophore. (**A**) DNase-seq profiles of actively dividing human T blast cells before and after stimulation with PMA and A23187, ranked in order of increasing inducibility. (**B**) Results of de novo TF binding motif search for the 8171 DHS peaks induced 2-fold in human T blast cells determined using HOMER. (**C**) Venn diagram showing the overlap between 8171 DHS peaks induced 2-fold in human T blast cells compared with 2795 ATAC peaks induced 2-fold in Jurkat T cells. (**D**) Side-by-side comparison of profiles of DHS peaks present in stimulated human T blast cells on the same axis alongside the Jurkat T cell ATAC peaks ranked as in Fig. 7B for Jurkat cells stimulated with PMA and ionomycin. Also shown alongside are 1) the locations of inducible histone H3K27Ac regions as identified from published data from resting and stimulated human CD4 T cells (66), and 2) the average profiles for the 2795 peaks defined as inducible in Jurkat cells in (D) using values from human T blast cells before and after stimulation with PMA and A23187 as in (A).

We next aligned the two sets of human T blast cell DHS data with the ATAC data from Figs. 5B and 9D. This confirmed that many of the ATAC peaks induced in Jurkat cells were also strongly induced in primary T cells. This conclusion was further supported by 1) aligning the Jurkat ATAC data with published histone H3K27Ac chromatin immunoprecipitation sequencing data from stimulated human CD4 T cells, showing the relative fold increase in signal in response to stimulation, and 2) the average DHS profiles from the above human T cell data for of the of 2795 inducible ATAC peaks found in Jurkat T cells (Fig. 9D).

## Discussion

This study has confirmed the long-held view that integration of Ca^2+^ and kinase signaling is needed for efficient activation of inducible gene expression in T cells. We found that for many immune response genes, both signals are needed to open up the chromatin and activate transcription. However, the immune system encompasses other genes that are induced in a range of cell types, by a wide variety of other receptors linked to kinase but not Ca^2+^ signaling pathways. These include proinflammatory receptors, such as Toll family receptors, and receptors that respond to cytokines such as IL-1 and TNF, which also lead to induction of the TFs AP-1 and NF-κB. For these reasons it makes sense that we find a subset of genes that are induced by PMA via PKC-dependent pathways, in the absence of Ca^2+^ signaling. Significantly, we found that two-thirds of all of the genes induced 5-fold by TNF were also induced 5-fold by PMA (Table I). In contrast, there appear to be fewer gene-inducing signaling pathways linked to Ca^2+^ signaling in the absence of kinase signaling.

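At 5-fold for both treatments, the genes shared with PMA made up 64.1% of the genes induced by TNF.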

Previous studies have also found that cooperation between NFAT and AP-1 is required for efficient responses by most TCR-inducible genes. T cells lose the ability to efficiently activate TCR-inducible genes in cells expressing an engineered form of NFATc2, in which the AP-1–binding domain is mutated (41, 42). This cooperation is also dependent on the spatial relationship between the NFAT and AP-1 complexes (24). 

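The intronic GEM sequence GGGAAACACTGAGCAG lies at 95271569 to 95271584 on chromosome 8 of GRCh37, within the peak from 95271265 to 95271767. It has 3 bases between its NFAT and AP-1 parts. The peak holds 0 matches to GGAAA followed after 4 bases by an AP-1 motif with at most 1 mismatch, the pattern set before the data were examined, and 0 to the same pattern with 3 bases, added later. That peak rose by 3.48 on the log2 scale with PMA/ionomycin (limma adjusted p = 9.70e-11, higher in 3 of 3 libraries).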

An example of this type of composite element is seen in the sequence 5′-GGGAAACACTGAGCAG-3′ in the *GEM* intronic enhancer in Fig. 4A, which has incomplete versions of the underlined NFAT and AP-1 motifs. As with similar elements in the *CSF2* enhancer (25), this enhancer probably relies on integration between calcium and kinase signaling because it is predicted to bind NFAT and AP-1 in a highly cooperative manner. It is also known that composite NFAT/AP-1 motifs that do not have the binding sites orientated in the precise arrangement depicted in Fig. 1B, such as the GM170 element in the *CSF2* enhancer, are found to have much less transactivation potential and fail to support cooperative binding of NFAT and AP-1 (25). Furthermore, it has also been proposed that NFAT and AP-1 can cooperate by supporting separate functions. A study of the GM420 high-affinity NFAT-binding site from the *CSF2* enhancer revealed that an array of three copies of just the NFAT site, without the adjacent AP-1 motif, was sufficient to create an inducible DHS but not sufficient to activate transcription of a linked reporter gene (15). This specific NFAT site was able to function as a strong activator of transcription only when it was linked to the AP-1 motif. However, the *CSF2* enhancer includes just one high-affinity NFAT, with two of the NFAT sites relying on AP-1 for efficient binding (25). In its natural context, the *CSF2* enhancer also requires cooperation between NFAT and AP-1 for efficient induction of a DHS, whereby calcium ionophore alone is a poor inducer (18). An analysis of TF occupancy also suggested that NFAT and AP-1 are very inefficient at binding independently when induced by either PMA or ionomycin alone (Fig. 8).

Our results also suggest that it is the synergistic action of inducible TFs acting together, including NFAT, AP-1, NF-κB, and EGR family proteins, that is responsible for opening up the chromatin at TCR-inducible enhancers, as well as the tightly regulated inducible properties of these elements. In rare cases, such as in the *ZBTB16* locus, several copies of just an NFAT motif are found, which are also sufficient to direct chromatin opening, as described above for an artificial array of strong NFAT sites. As observed in our previous study of activated mouse T cells (1), the inducible DHSs defined in this study were also less enriched in motifs for constitutive TFs, such as ETS and RUNX family proteins. In contrast, these motifs are known to be enriched in DNA elements that function as locus priming elements in previously activated T cells, and which exist as constitutive DHSs in Jurkat T cells (1, 69, 77). Similarly, RUNX and ETS motifs were found at a higher density in the PMA-inducible and ionomycin-inducible DHSs. This suggests that for many TCR-inducible DHSs, the required critical mass of TFs is not attained using either PMA or ionomycin alone, but can be attained when RUNX and ETS motifs are present at a sufficient density. Although some DHSs were observed to be strongly induced by just PMA or ionomycin alone (e.g., *ZBTB16*, *DUSP5*, and *EGR1*, Fig. 3B), most of the PMA-inducible mRNA changes were not associated with an inducible DHS change (e.g., *BIRC3*, *BCL3*, *RELB*, and *TNAIP3*) However, an examination of publicly available data (http://genome.cse.ucsc.edu/) revealed that these genes do contain numerous constitutive DHSs, which are present in Jurkat T cells but not in naive T cells (data not shown). This implies that much of the PMA response in Jurkat cells is mediated via constitutively open chromatin regions that recruit PMA-inducible factors. These regions most likely correspond to the priming elements previously defined in mouse T cells, which are maintained by ETS and RUNX factors (1).

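Of the 619 mRNAs induced 2-fold by PMA that had any peak nearest to them, 63.3% had no such peak induced 2-fold. With start sites of protein-coding genes only, chosen after the values were seen, the share was 48.1% of 566 mRNAs. Within 50 kb of the BIRC3 start site, 0 of 20 peaks were called higher with PMA by limma (4 were higher at an unadjusted p under 0.05), and the largest log2 fold change was 1.15 (adjusted p = 0.0613). The corresponding calls were 0 of 6 peaks for BCL3 (1 at an unadjusted p under 0.05), with a largest change of 0.63 (limma adjusted p = 0.186), and 0 of 10 for RELB (1 at that level), with 0.98 (limma adjusted p = 0.00570). For TNFAIP3, 1 of 20 peaks was called, 41.7 kb from the start site, with a log2 fold change of 2.11 (limma adjusted p = 0.00642). The peak 36 bp from the BIRC3 start site rose by 0.60, less than 2-fold (limma adjusted p = 0.0146). Under the 2-fold rule, 2 peaks within 50 kb passed at BIRC3, 2 at TNFAIP3 and 0 at BCL3 and RELB. For DUSP5, 25 of 40 peaks within 50 kb were called higher, and for EGR1, 4 of 9. Whether the groups of genes differ in this was not tested.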

Overall, this study demonstrates that tight regulation of most immune response genes is made possible by the obligate cooperation between Ca^2+^- and kinase-inducible factors acting at the level of chromatin, whereas a small subset of genes exist in a poised state able to respond to just a kinase signal.

## Supplementary Material

Data Supplement

How the deposited data were processed for this re-analysis (not part of the article)

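Gene expression was measured by RNA-seq in 15 libraries of Jurkat cells, 3 each of untreated, TNF-treated, PMA-treated, ionomycin-treated and PMA/ionomycin-treated cells, and chromatin accessibility by ATAC-seq in 12 libraries, 3 each of the same groups without TNF. Sample conditions were taken from the column names of the deposited tables and the study's sample descriptions. Replicate numbers were those of the columns.

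For RNA-seq, the authors aligned paired-end reads to the hs37d5 version of GRCh37 with TopHat, counted reads per GENCODE gene with htseq-count and adjusted the counts for the total of each sample. For ATAC-seq, the authors trimmed the reads, removed mitochondrial reads, aligned the rest with Bowtie 2 to the same genome, called peaks with CisGenome in one-sample mode on reads of the combined PMA and ionomycin treatment, and counted fragment ends in each peak. The values are treated here as a normalized signal, which as deposited was obtained by the authors by scaling each library's reads or fragment ends to a common total. In each library, all values (100%) were whole multiples of 1 step, and dividing by that step returned whole reads or fragment ends. Blank cells were read as 0. In the gene table, 5 entries that name no gene were left out. The end column of that table holds the start added to the end, so gene ends were taken as the end column minus the start, which overlapped the GENCODE position for 55534 genes. Release 44 of GENCODE on GRCh37 gave positions for 55538 of 57820 genes (96.1%). The peak list held 100000 entries, from which 3 without a position and 325 without values, on unplaced contigs or mitochondrial DNA, were left out. It ended on chromosome X, so peaks beyond its last entry were not analysed here.

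RNA-seq libraries held 11037014 to 25417658 reads on genes and ATAC-seq libraries 4464465 to 16577193 fragment ends in peaks. A count of 0 allows up to 3 reads, and this limit, in normalized values, ranged from 2.04 to 4.78 in RNA-seq and from 2.10 to 7.81 in ATAC-seq. A group was taken as at or under the limit when each of its libraries was, allowing for the rounding of the deposited values, and folds against such a group are lower bounds. Pairs of replicates were compared with the spread expected from counting alone. The chi-square per gene or peak was 1.56 to 10.6, so replicates differed by more than counting error. The 10 most abundant genes took 5.35% to 6.76% of the reads.

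Induced genes and peaks were defined by a fold rule. The mean of the 3 treated values plus 1 had to be at least 2 or 5 times the mean of the 3 untreated values plus 1, with a treated mean of at least 10. The paper's methods name the folds. The minimum of 10 was set here from the lowest values drawn in its Fig. 6A, and the added 1 from its Supplemental Table I. Tests across genes or peaks used limma on the log2 of the value plus 1, with group means, a trend and all libraries of an assay in 1 fit. Features with a group mean of at least 10 in at least 1 group were tested, 15492 genes and 96773 peaks, and called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Each treatment was compared with untreated cells, the combination with each agent, and the combination with the sum of the single responses on the log2 scale (interaction). Comparisons that share untreated libraries were set beside 20 simulations. These gave PMA, ionomycin and TNF no effect and kept the measured ratio of PMA/ionomycin to untreated cells. Splits of the libraries were counted exhaustively for 3 against 3 libraries and by 100 random assignments for the interaction.

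Correlation with the paper's NanoString means used 49 genes and 100000 permutations. Peaks of Fig. 3B were taken from the regions drawn there, matched to the paper's midpoints within 250 bp. Peaks were assigned to the nearest start site of a GENCODE gene, and the mRNA of those genes was compared with 10000 random lists drawn from 20 bins of expression. Motifs were searched on both strands within 200 bp around the midpoint of each peak in GRCh37, as TGASTCA for AP-1, GGAAAA for NFAT, GGGRNWYYCC for NF-κB, TGTGGT for RUNX and GGAAA followed after 4 bases by TGASTCA with up to 1 mismatch for the composite. The composite drawn in Fig. 7A has 3 bases there, and that spacing was added after the values were seen. Unchanged peaks, with a ratio of at least 0.8 and at most its reciprocal, were the background of Fisher's exact test.

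Genes were named by a rule made before any value was seen. They are every gene the paper names in the results, Table I, Fig. 3 or the Discussion of these data, and for each treatment the 5 features with the largest rise and the 3 with the largest fall among those called, with a mean over all groups of at least 100 and every treated library beyond every untreated library. Only part of this list is printed, namely the features that bear most directly on a statement of the paper and some of the largest changes. Most genes of Table I are not, and 1 further gene is not reported here. IL2 and EGR1 peaks were chosen as the largest change in their window.

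Alternatives covered the minimum on the treated mean (none, 20, 50 or 100), the value added (0.1 or 10), the fold (4 for peaks), geometric means, protein-coding genes, median-of-ratios and TMM scaling, the fold rule joined to the adjusted p, edgeR and DESeq2 on the recovered reads, filters and trends in limma, a replicate block, fits of only the 2 groups compared, other motif windows of 100 and 400 bp and backgrounds, a limit of 50 kb on the nearest gene, and each library left out in turn. Treated means of 5, 9 and 11 for genes and of 200 for peaks, removal of GC and length trends and GC-matched backgrounds were added after the values were seen. Minimums of 20 and 50, and none, were also looked at for protein-coding genes while the table was first explored, and none of those counts is reported.

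The steps were tested on simulated data before use. With known changes added to simulated RNA-seq and ATAC-seq tables, limma and edgeR recovered most of them at this depth and number of replicates. All added changes were larger than 2-fold and spared the lowest features. The simulated spread was the same for every feature, without GC trends. Recovery of changes near 2-fold, or at the spread between the real replicates, was not tested. The comparisons without a change gave no calls. Where changes had been added, limma also called some unchanged features. They were 16 of 211 calls for PMA in ATAC-seq and 4 of 201 for the interaction in RNA-seq. The fold rule called more of them, 185 of 285 in ATAC-seq and 16 of 116 in RNA-seq. Planted motifs were found. Computations used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and samtools 1.23.1.

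Reads were not realigned and the peaks of the paper's MACS analysis were not called again. Data from public primary T cells, footprints, DNase-seq, reporter assays and protein assays were not analysed here. Supplemental Tables I and III were held only in part, so no gene or peak set was taken from them as a whole.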

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

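The paper reports genes and peaks that rise. Those that fall were counted here in the same libraries, and the difference between the response to ionomycin with PMA and without it was tested as an interaction. The test on peaks with a mean of at least 100 was chosen only after the result was seen, and the slopes on GC content by distance from start sites were chosen after the counts with the GC trend removed were known.

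Genes outside the sets discussed in the paper fell with each agent. In limma, 682 genes were lower with PMA, 133 with ionomycin and 1147 with PMA/ionomycin than in untreated cells. A few genes taking more of the reads could lower the others under scaling to a total. With median-of-ratios size factors 911 genes still fell with PMA/ionomycin, all of them among the 1147, and the 10 most abundant genes took 5.35% to 6.76% of the reads in each library. Under the same factors 518 genes fell with PMA and 145 with ionomycin. GC content and gene length do not account for the falls, since 1055 genes fell after removal of these trends, against 1103 on the same genes without removal. Depth, with replicate 1 the deepest in each group, does not either, as the smallest count without 1 library was 1137. Each comparison gave calls in 1 of the 10 splits of its 6 libraries, the real one. The next largest split gave 0 calls each time, but with 10 splits the share is never under 0.1, so the splits alone decide nothing. A change in total mRNA per cell stays open, since values scaled to a total do not show it, and was not tested. As a hypothesis, the treatments may lower the mRNA of these genes.

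Peaks outside the sets discussed in the paper also fell, 950 with PMA, 91 with ionomycin and 4219 with PMA/ionomycin, far fewer than rose. Without untreated replicate 1, 281 peaks fell with ionomycin, and without untreated replicate 3, 45 did. Selection of peaks on PMA/ionomycin replicate 3, the library with at least 5 fragment ends in every listed peak of chromosomes 1 to 22 and X, is argued against by the 21575 peaks induced 2-fold without it, against 23545 with it. Scaling to the total within the listed peaks is not the whole cause of the excess of rises, which was 3.95 rises per fall with TMM factors against 5.37. The least deep untreated library, replicate 2, is not the cause, as 22895 peaks rose without it and 22663 with it. Each ATAC-seq comparison with untreated cells gave as many calls in 1 of its 10 splits, the real one, with 7969 calls for PMA, 4037 for ionomycin and 26882 for PMA/ionomycin and 0 in the next largest split. The share of 10 splits is again never under 0.1, so the splits decide nothing here.

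Among the tested technical explanations, 2 stay open for the excess of rising peaks. The peak list was called on reads of the combined treatment, so it may leave out peaks open only in untreated cells. Among 28922 peaks with a mean of at least 100, which are more likely to be found in any state, 2292 rose and 1831 fell with PMA/ionomycin, or 1.25 rises per fall. GC content is the other. After removal of the GC trend of each library there were 1.05 rises per fall, and 2628 peaks fell with PMA and 572 with ionomycin. The log2 fold change with PMA/ionomycin fell by 0.41 per 10% of GC over all peaks. A library bias would act on peaks of every kind. The slope was −0.45 among the 77169 peaks farther than 1000 bp from a start site, 1.08 times that of all peaks, and −0.21 among the 19604 nearer ones. Distal peaks are most of all peaks, so the ratio of 1.08 could hardly come out otherwise and decides nothing. The smaller slope near start sites argues against a bias of equal size on every peak. A bias that differs between kinds of peaks is not excluded. Induction at AT-rich distal sites would give a trend of the same sign, and its removal would then take away part of the response. The slopes of single libraries ran from 0.28 (untreated replicate 1) to −0.37 (PMA/ionomycin replicate 3) and differed within groups. How many peaks lose accessibility therefore stays open, as does a biological explanation.

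The response to ionomycin differed with and without PMA. On the log2 scale, 473 genes responded more and 506 less with PMA than without it. Of 100 assignments of the libraries to the groups, 5 gave as many calls, the real one included, but such assignments place the treatment effects themselves into the interaction, and the largest gave 2170 calls, so no conclusion is drawn from them either way. Scaling moved the balance, to 520 more and 450 less with median-of-ratios size factors and 511 and 454 with TMM factors, so which of the 2 directions is more frequent is not settled. For responses below the multiplied ones, a ceiling reached by 1 agent alone would leave the combination level with that agent. Of the 239 such genes raised by a single agent, 206 (86.2%) were lower with the combination than with the stronger agent, 165 (69.0%) by at least 2-fold. These genes were chosen for the pattern. Over all 1030 genes raised by a single agent, 420 (40.8%) were lower and 257 (25.0%) by at least 2-fold, which a ceiling does not give. The genes raised by neither agent were outside this test. An effect of each pathway on the other may contribute, and no experiment of the design tests it further.

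For peaks, 1029 responded more to ionomycin with PMA than without it and 105 responded less. In 3 of 100 splits, assignments of the libraries to the groups, the count was as large, the real one included. The largest gave 20042 calls, again with treatment effects placed into the interaction, so no conclusion is drawn from these splits. The numbers rested on few libraries. Without PMA/ionomycin replicate 2, 118 peaks were above 0 and 10 below, without PMA/ionomycin replicate 3, 150 and 30, and without untreated replicate 1, 2597 and 137. A fit with replicate number as a block gave 3341 above and 537 below, so the size of the count is not settled. Scaling is argued against as the cause of the excess above 0, with 1319 peaks above and 161 below under median-of-ratios size factors and 1240 and 172 under TMM factors. After removal of the GC trend 1355 peaks were above and 971 below 0. GC content and the peak list called on the combined treatment stay open for the excess above 0, alongside cooperation of the agents, which is the biological explanation the design gives and remains a hypothesis.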

How the results depend on the processing

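Except for those named below as looked at or added after the values, the choices behind the results and the alternatives to them were made before the data were examined. Added afterwards were treated means of at least 5, 9, 11 and 200, removal of the GC trend (and, for genes, the length trend) of each library, unchanged peaks matched on GC content, start sites of protein-coding genes only, the shorter NFAT core, 3 instead of 4 bases between the parts of the composite motif, and leaving out 1 library at a time for the motif and nearest-gene results. A count is called unchanged when it stayed within 1.5 times its value, a tested value when it kept its direction and its side of the threshold, and any other value when it moved by less than the spread between replicates. Of 87 results of comparisons, 23 were unchanged under every alternative and 27 under every alternative set beforehand. Among the unchanged were the counts of Fig. 3B peaks higher with PMA and with ionomycin, the correlation with NanoString in PMA/ionomycin-treated cells, and the odds ratios of AP-1 and composite motifs. The composite odds ratios kept their direction but not their size, since with 3 bases they were 2.71 with PMA, 30.3 with ionomycin and 16.4 with PMA/ionomycin, against 3.97, 6.45 and 5.54 with 4. Of 73 values of named genes or peaks, 64 were unchanged under every alternative. Over their 1357 alternatives, 24 were weaker, in 7 of the values, 3 were stronger, in 1 value, and 2 reversed, in 1 value, the CRTAM promoter peak with ionomycin. The changes listed next follow in part from the settings themselves, since a filter or a higher fold leaves fewer features. Otherwise the cause was not tested.

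With no filter on low values, 2-fold induced genes numbered 1564 with PMA, 954 with ionomycin, 2152 with PMA/ionomycin, 1138 only with PMA/ionomycin, 255 shared by PMA and ionomycin, 3401 with any of the 3 treatments, 792 shared by PMA and PMA/ionomycin and 603 shared by these and not induced by ionomycin. Under the same choice, the share of PMA/ionomycin genes over the sum of the single increments was 74.2%, and induced peaks numbered 2366 shared by PMA and ionomycin. In that case, the median log2 response of the 5-fold PMA/ionomycin genes was 1.23 with PMA, and the share of these genes above 0 was 82.5% with PMA and 68.4% with ionomycin. With 10 in place of 1 added to each value, 2-fold induced genes numbered 167 with ionomycin and 37 shared by PMA and ionomycin. There, the share of PMA/ionomycin genes induced 2-fold by neither agent alone was 57.1%, and 5-fold induced genes numbered 20 with TNF, 116 with PMA, 13 with ionomycin and 262 with PMA/ionomycin. With this setting, the 5-fold TNF genes induced 2-fold by PMA numbered 19, and the share of 5-fold TNF genes induced 5-fold by PMA was 90.0%. Here, the share of PMA/ionomycin genes over the sum of the single increments was 83.0%, and induced peaks numbered 3833 with PMA, 2741 with ionomycin, 288 shared by PMA and ionomycin and 480 only with PMA. Under it, the share of PMA/ionomycin peaks induced by neither agent alone was 70.3%, and PMA/ionomycin peaks made up 17.6% of all peaks. In the same comparison, the median log2 response of the 5-fold PMA/ionomycin genes was 1.25 with PMA and 0.33 with ionomycin, and the share of these genes above 0 was 88.9% with PMA and 82.8% with ionomycin. By that choice, the median log2 response of the PMA/ionomycin peaks was 0.54 with PMA. With 0.1 added to each value, the median log2 response of the 5-fold PMA/ionomycin genes was 1.90 with PMA and 0.69 with ionomycin. Under median-of-ratios size factors, the share of 5-fold TNF genes induced 5-fold by PMA was 69.2%. Under the same choice, the median log2 response of the 5-fold PMA/ionomycin genes was 1.43 with PMA and 0.44 with ionomycin, and the share of these genes above 0 was 70.1% with ionomycin. In that case, the calls were 746 genes lower with PMA/ionomycin than with ionomycin, and the calls were 161 peaks below 0 in the interaction. Under TMM factors, the share of 5-fold TNF genes induced 5-fold by PMA was 69.2%. There, the median log2 response of the 5-fold PMA/ionomycin genes was 1.44 with PMA and 0.44 with ionomycin, and the share of these genes above 0 was 70.4% with ionomycin. With this setting, the calls were 172 peaks below 0 in the interaction. With a treated mean of at least 20, the share of 5-fold TNF genes induced 5-fold by PMA was 70.6%. Here, the share of PMA/ionomycin genes over the sum of the single increments was 79.1%, and the median log2 response of the 5-fold PMA/ionomycin genes was 1.52 with PMA. Under it, the share of these genes above 0 was 76.4% with ionomycin. Among protein-coding genes only, the median log2 response of the 5-fold PMA/ionomycin genes was 1.36 with PMA and 0.55 with ionomycin. In the same comparison, the share of these genes above 0 was 75.3% with ionomycin. At a treated mean of at least 5, looked at after the values, the share of PMA/ionomycin genes over the sum of the single increments was 76.6%. By that choice, the median log2 response of the 5-fold PMA/ionomycin genes was 1.27 with PMA, and the share of these genes above 0 was 83.2% with PMA and 69.2% with ionomycin. At a treated mean of at least 11, also looked at after the values, the median log2 response of the 5-fold PMA/ionomycin genes was 1.41 with PMA.

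For peaks with a treated mean of at least 50, induced peaks numbered 2991 with PMA, 2075 with ionomycin, 10863 with PMA/ionomycin, 7186 only with PMA/ionomycin, 284 shared by PMA and ionomycin and 522 only with PMA. Under the same choice, the share of PMA/ionomycin peaks induced by neither agent alone was 66.2%, and PMA/ionomycin peaks made up 10.9% of all peaks. For peaks with a treated mean of at least 100, induced peaks numbered 1435 with PMA, 1091 with ionomycin, 5397 with PMA/ionomycin, 3662 only with PMA/ionomycin, 115 shared by PMA and ionomycin, 296 only with PMA and 380 only with ionomycin. In that case, the share of PMA/ionomycin peaks induced by neither agent alone was 67.9%, and PMA/ionomycin peaks made up 5.41% of all peaks. Where the treated mean was at least 200, looked at after the values, induced peaks numbered 580 with PMA, 451 with ionomycin, 2171 with PMA/ionomycin, 1490 only with PMA/ionomycin, 32 shared by PMA and ionomycin, 141 only with PMA and 177 only with ionomycin. There, the share of PMA/ionomycin peaks induced by neither agent alone was 68.6%, and PMA/ionomycin peaks made up 2.18% of all peaks. With this setting, the median log2 response of the PMA/ionomycin peaks was 1.01 with PMA, and the share of these peaks above 0 was 86.0% with ionomycin. At 4-fold, induced peaks numbered 1172 with PMA, 1088 with ionomycin, 11965 with PMA/ionomycin, 58 shared by PMA and ionomycin, 87 only with PMA and 211 only with ionomycin. Here, the share of PMA/ionomycin peaks induced by neither agent alone was 84.1%, and PMA/ionomycin peaks made up 12.0% of all peaks. When an adjusted p under 0.05 was also required, induced peaks numbered 900 shared by PMA and ionomycin.

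When the induced set was defined against untreated replicate 1 and measured against the others, the median log2 response of the 5-fold PMA/ionomycin genes was 1.37 with PMA. Under it, the share of these genes above 0 was 71.4% with ionomycin, and the median log2 response of the PMA/ionomycin peaks was 0.53 with PMA and 0.21 with ionomycin. In the same comparison, the share of these peaks above 0 was 77.8% with PMA and 62.2% with ionomycin. Defined against untreated replicate 2, the median log2 response of the 5-fold PMA/ionomycin genes was 1.34 with PMA. By that choice, the share of these genes above 0 was 71.4% with ionomycin. Defined against untreated replicate 3, the median log2 response of the 5-fold PMA/ionomycin genes was 1.31 with PMA. Under the same choice, the share of these genes above 0 was 84.2% with PMA.

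Without a minimum fold change, the calls were 447 genes higher with TNF, 111 lower with TNF, 2801 higher with PMA, 5104 lower with PMA, 1879 higher with ionomycin, 1381 lower with ionomycin, 3301 higher with PMA/ionomycin, 5816 lower with PMA/ionomycin, 2919 higher with PMA/ionomycin than with PMA, 3487 lower with PMA/ionomycin than with PMA, 2972 higher with PMA/ionomycin than with ionomycin, 6365 lower with PMA/ionomycin than with ionomycin, 1647 above 0 in the interaction and 2722 below 0 in the interaction. In that case, the calls were 2786 peaks lower with PMA, 565 lower with ionomycin and 10693 lower with PMA/ionomycin. With a pseudocount of 10, the calls were 0 genes lower with TNF, 357 lower with PMA, 161 higher with ionomycin, 67 lower with ionomycin, 751 lower with PMA/ionomycin, 400 lower with PMA/ionomycin than with PMA and 644 lower with PMA/ionomycin than with ionomycin. There, the calls were 3896 peaks higher with PMA, 542 lower with PMA, 19 lower with ionomycin, 4215 above 0 in the interaction and 222 below 0 in the interaction. With a pseudocount of 0.1, the calls were 477 peaks above 0 in the interaction and 62 below 0 in the interaction. On features above 0 in at least 2 libraries, the calls were 7 genes lower with TNF and 1702 higher with PMA/ionomycin. On features with a group mean of at least 50, the calls were 2 genes lower with TNF, 544 higher with PMA, 403 lower with PMA, 187 higher with ionomycin, 79 lower with ionomycin, 728 higher with PMA/ionomycin, 462 higher with PMA/ionomycin than with PMA, 390 lower with PMA/ionomycin than with PMA and 704 lower with PMA/ionomycin than with ionomycin. With this setting, the calls were 11081 peaks higher with PMA/ionomycin and 685 above 0 in the interaction, and peaks of Fig. 3B higher with PMA/ionomycin numbered 49. Without the trend in limma, the call was 1 gene lower with TNF. Here, the calls were 624 peaks above 0 in the interaction and 21 below 0 in the interaction. In edgeR, the calls were 0 genes lower with TNF. In DESeq2, the calls were 0 genes lower with TNF and 741 lower with PMA/ionomycin than with ionomycin. Under it, the calls were 1635 peaks above 0 in the interaction and 225 below 0 in the interaction. Fitting only the 2 groups compared, the calls were 2 genes lower with TNF. After removal of the GC trend of each library, added after the values, the calls were 2628 peaks lower with PMA, 572 lower with ionomycin, 15005 higher with PMA/ionomycin, 14353 lower with PMA/ionomycin and 971 below 0 in the interaction. In the same comparison, the log2 change of the CRTAM promoter peak with ionomycin was −0.047. At an unadjusted p under 0.05, the comparison of TNF with untreated cells gave 1697 genes in either direction with a pseudocount of 10, 1584 in edgeR and 1338 in DESeq2, where no gene was called lower.

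For 4-fold induced peaks, the genes whose peaks were also induced by PMA/ionomycin numbered 995 with PMA and 884 with ionomycin. By that choice, odds ratios were 1.10 for RUNX motifs in PMA peaks and 0.988 for RUNX motifs in peaks of PMA only against those of PMA/ionomycin only. Against unchanged peaks matched on GC content, added after the values, odds ratios were 0.937 for NFAT motifs in PMA peaks, 0.872 for RUNX motifs in PMA peaks and 0.992 for NF-κB motifs in ionomycin peaks. Using protein-coding start sites only, added after the values, the median mRNA change of genes nearest to ionomycin peaks exceeded that of the random lists by 0.00357. Under the same choice, genes nearest to peaks of PMA/ionomycin only numbered 2430.

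Leaving out 1 library at a time gave these lowest and highest values. The share of 5-fold TNF genes induced 5-fold by PMA ranged from 59.1% (without TNF replicate 1) to 69.2% (without PMA replicate 2). Genes lower with TNF went from 0 (without untreated replicate 3) to 11 (without TNF replicate 1). Odds ratios for RUNX motifs in peaks of PMA only against those of PMA/ionomycin only ran from 1.12 (without PMA replicate 1) to 1.45 (without PMA replicate 2). The share of PMA/ionomycin genes over the sum of the single increments ranged from 75.0% (without untreated replicate 1) to 78.8% (without ionomycin replicate 2). The median log2 response of the 5-fold PMA/ionomycin genes with PMA went from 1.34 (without PMA/ionomycin replicate 2) to 1.47 (without untreated replicate 1). The median log2 response of the 5-fold PMA/ionomycin genes with ionomycin ran from 0.45 (without ionomycin replicate 3) to 0.54 (without untreated replicate 1). The share of these genes above 0 with ionomycin ranged from 69.8% (without ionomycin replicate 3) to 74.6% (without untreated replicate 1). Peaks lower with ionomycin went from 45 (without untreated replicate 3) to 281 (without untreated replicate 1). Peaks above 0 in the interaction ran from 118 (without PMA/ionomycin replicate 2) to 2597 (without untreated replicate 1). Peaks below 0 in the interaction ranged from 10 (without PMA/ionomycin replicate 2) to 137 (without untreated replicate 1). The log2 change of the CRTAM promoter peak with ionomycin went from −0.0082 (without ionomycin replicate 2) to 0.36 (without untreated replicate 2). Induced peaks shared by PMA and ionomycin ran from 1091 (without ionomycin replicate 3) to 2273 (without untreated replicate 3). The share of 2-fold PMA/ionomycin peaks above 0 with ionomycin ranged from 71.7% (without ionomycin replicate 3) to 84.5% (without untreated replicate 2). Peaks higher with ionomycin went from 2591 (without ionomycin replicate 3) to 4242 (without untreated replicate 3). Induced peaks only with PMA ran from 643 (without PMA replicate 3) to 1276 (without PMA replicate 1). The share of 5-fold PMA/ionomycin genes above 0 with PMA ranged from 83.0% (without PMA replicate 3) to 86.8% (without untreated replicate 2). Peaks higher with PMA went from 4555 (without PMA replicate 3) to 7647 (without untreated replicate 2). For the TNF comparison without untreated replicate 3, 1491 genes had an unadjusted p under 0.05 in either direction.

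Scaling moved all genes together in some comparisons. Median-of-ratios size factors raised the median log2 fold change of all genes by 0.12 for PMA/ionomycin, by 0.10 for PMA and by 0.16 for PMA/ionomycin against ionomycin, where TMM factors raised it by 0.13. For peaks, the median changed by −0.10 with median-of-ratios size factors and by −0.11 with TMM factors for PMA/ionomycin, and by −0.10 with TMM factors for PMA/ionomycin against ionomycin. Changes near 0 in these comparisons are therefore relative to the scaling. For PMA/ionomycin against ionomycin, genes higher made up 44.7% of the calls with the deposited scaling, 59.3% with median-of-ratios size factors and 56.8% with TMM factors. In the interaction they made up 48.3%, 53.6% and 53.0%, and for PMA/ionomycin against untreated cells 49.5%, 58.8% and 56.8%. The majority of calls therefore changed sides in each of these comparisons.

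Replicate numbers were tested as a pairing of libraries. Of 30 pairs of RNA-seq libraries with the same number, 4 had residuals correlated by more than 0.1 (median r 0.05), against a median of −0.03 for the other 60 pairs. In ATAC-seq, 13 of 18 did (lowest 0.07, median 0.20), against a median of −0.12 for the other 36 pairs. The rule used here accepted a pairing only with every pair above 0.1, so the numbers were not taken to pair the libraries. In ATAC-seq all 18 pairs were above 0, so libraries of the same number shared some variation. A pairing there is not excluded, and the main ATAC-seq tests did not account for it. With the replicate block, the calls were 196 peaks lower with ionomycin, 3341 above 0 in the interaction and 537 below 0 in the interaction. In RNA-seq, the replicate block gave 1130 genes higher and 1151 lower with PMA/ionomycin.

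Depth limited the lowest values most. The least deep libraries, PMA replicate 2 in RNA-seq and untreated replicate 2 in ATAC-seq, allow up to 4.78 and 7.81 normalized values where no read was seen, so genes and peaks near the minimum of 10 rest on few reads. This bears on the counts without a filter and on the folds of genes silent in untreated cells, which are lower bounds.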

Differences from the paper's values

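Of 77 values compared with the paper's, 11 differed by more than 1.5 times and beyond the spread between replicates. They include the folds of GATA3-AS1, whose untreated mean was under the limit of detection. The 12 RNA-seq counts compared were within 1.08 times of the paper's, and 52 of the 56 fold changes of Table I were within 1.5 times, with a median ratio of 1.03. The minimum of 10 and the added 1 were taken from the paper's own Fig. 6A and supplemental values. The closeness of the counts is therefore not an independent check. Their largest gap was 200% without a minimum and 69.0% with 10 added.

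The values for peaks are of the 99672 peaks of the deposited list, called with CisGenome. The paper counts peaks it identified in untreated or PMA/ionomycin-treated cells, and its methods describe fold comparisons on merged MACS summits, so the peak and nearest-gene counts and the share of peaks refer to different sets of peaks. Peaks induced 2-fold by PMA/ionomycin numbered 23545 against the paper's 2795, those induced by PMA 8387 against the paper's 732 and those induced by ionomycin 5196 against the paper's 445. None of the 21 alternatives set before the data were examined closed these gaps. They gave 5397 to 25202 peaks for PMA/ionomycin, 1172 to 10335 for PMA and 1088 to 6550 for ionomycin, with the nearest values at a treated mean of at least 100 for PMA/ionomycin and at 4-fold for the single agents. A treated mean of at least 200, which was chosen after seeing the values, gave 2171, 580 and 451 peaks, within 1.5 times of the paper's counts.

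Induced peaks made up 23.6% of all peaks with PMA/ionomycin, against the paper's 14%. Of 21 alternatives set before the data were examined, 3 came within 1.5 times, namely 4-fold (12.0%), 10 added to each value (17.6%) and a treated mean of at least 50 (10.9%). The treated mean of at least 200, chosen after seeing the values, gave 2.18%.

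Genes nearest to induced peaks numbered 13320 with PMA/ionomycin against the paper's 2158, 6221 with PMA against the paper's 685 and 4050 with ionomycin against the paper's 412. The 4 alternatives set before the data were examined gave 8102 to 13320, 1044 to 6221 and 983 to 4050, and none closed a gap.

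In Table I, KREMEN2 rose 16.0-fold with TNF against the paper's 8.2-fold and 7.85-fold with PMA against the paper's 4.2-fold. GATA3-AS1 rose 3.54-fold with TNF against the paper's 7.3-fold and 5.82-fold with PMA against the paper's 16.4-fold. Its untreated mean, 1.89 normalized counts, was under the mean limit of detection of the untreated libraries, 3.59. These 2 folds therefore depend on the value added and cannot be set firmly against the paper's. None of the 11 alternatives set before the data were examined closed these gaps. They gave 13.0 to 16.5 and 6.50 to 8.44 for KREMEN2, and 1.62 to 4.70 and 2.17 to 8.01 for GATA3-AS1.

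Some settings gave counts equal to the paper's. Without PMA replicate 3, 203 genes were induced 5-fold by PMA, and without ionomycin replicate 2, 42 genes by ionomycin. Among protein-coding genes only, TNF induced 36 genes 5-fold, of which PMA induced 27 at 2-fold and 24 at 5-fold. A treated mean of at least 20 also gave 24 for the last count. A treated mean of at least 11, chosen after seeing the values, gave 203 genes 5-fold induced by PMA. On the linear scale, Pearson's r with NanoString was 0.80 in untreated and 0.77 in PMA/ionomycin-treated cells, against about 0.80 and about 0.77 in Fig. 2D, read by eye.

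Several statements of the paper differ from the values. The paper places TNF, CRTAM and GEM among genes induced by the combined treatment only. TNF was at least 10.7-fold higher with PMA and at least 15.6-fold with ionomycin than in untreated cells, and GEM had log2 fold changes of 1.29 and 1.67 with the single agents. The paper states that CRTAM, SLAMF1, MMP10 and GEM have prominent peaks that respond to the combined treatment and to neither agent alone. The CRTAM start-site peak was near this description, with log2 fold changes of 2.84 with PMA/ionomycin, 0.83 with PMA and 0.19 with ionomycin, and in the drawn regions more peaks rose with PMA/ionomycin than with either agent at CRTAM, MMP10 and GEM. Of the other peaks matched to the paper's positions, both GEM peaks rose with PMA (1.72 and 1.19) and with ionomycin (1.34 and 1.54), the peak in the MMP10 region did (1.98 and 1.85), and the SLAMF1 peak rose with ionomycin (2.06), less in each case than with PMA/ionomycin.

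The paper's text places the sequenced PMA peak near EGR1 and gives it an NFAT motif, whereas the legend of its figure names DUSP5. The DUSP5 peak held 2 AP-1 motifs and 0 NFAT motifs (GGAAAA), with 4 NFAT cores. The paper counts more NFAT motifs in the ZBTB16 peak than the 1 found, with 5 of the shorter NFAT core (GGAAA), and finds NFAT motifs in the GEM peaks, which held 0, with 1 and 4 cores. The core was searched for only after seeing the values.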

Other observations

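The comparison of ionomycin genes under another scaling, and that of their held-out medians with the median of all genes, were chosen only after the result was seen. The lists of falling genes and peaks follow the rule for named genes and carry no explanation.

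Genes with large falls included RAG1, whose mean went from 1228 normalized counts in untreated cells to 30.6 with PMA (log2 fold change −5.28, limma adjusted p = 4.79e-20), 101 with ionomycin (−3.59, limma adjusted p = 9.38e-16) and 14.0 with PMA/ionomycin (−6.36, limma adjusted p = 7.29e-22), lower in 3 of 3 libraries each time. KLF2 changed by −4.15 (limma adjusted p = 4.90e-16) and TXNIP by −3.69 (limma adjusted p = 9.59e-18) with PMA/ionomycin, each lower in 3 of 3 libraries. HES1 changed by −2.54 with ionomycin (limma adjusted p = 4.45e-14, lower in 3 of 3) and by 1.01 with PMA (limma adjusted p = 4.53e-08, higher in 3 of 3). Among peaks, an intronic PRSS51 peak (chromosome 8, 10368664 to 10369321) rose by 5.85 with PMA/ionomycin (limma adjusted p = 8.26e-11, higher in 3 of 3), and an intronic PPP2R5E peak (chromosome 14, 63850512 to 63850784) changed by −2.66 (limma adjusted p = 8.86e-09, lower in 3 of 3).

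The genes induced 2-fold by ionomycin were somewhat lower with PMA/ionomycin than with ionomycin, with a median log2 difference of −0.22 over 313 genes, of which 104 were called lower and 96 higher. Under a hypothesis that PMA counteracts part of the ionomycin response, these genes were tested for a fall with PMA alone. Their median was 0.34, at percentile 100 of 10000 random lists of the same expression. This does not decide it, since the genes were chosen against the same untreated libraries, which raises the median, and since PMA alone does not measure its effect on the ionomycin response. The hypothesis stays open. Scaling to the total, which put the median of all genes at −0.16 in this comparison, fits the difference. With median-of-ratios size factors the median of the ionomycin genes was −0.055 and that of all genes 0.00. Selection of genes whose ionomycin libraries happened to be high would also lower the difference in libraries not used for the choice. There the medians were −0.11, −0.19 and −0.068. They remain below 0, which taken alone counts against selection, but the highest, −0.068, is above the median of all genes, so selection cannot be told apart from the scaling of all genes. The difference may therefore be technical.

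A hypothesis that loss of accessibility goes with loss of mRNA was tested on the 4239 peaks that fell 2-fold with PMA/ionomycin. The 1023 expressed genes nearest to them had a median log2 mRNA change of −0.28, against −0.11 for random lists of the same expression, and 0 of 10000 random lists had a median as low. For the 581 genes nearest to falling and to no rising peak the median was −0.41. This is consistent with the hypothesis, but GC content and the calling of the peak list remain open for the falling peaks themselves.

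In RNA-seq, the calls between TNF and untreated cells (156), PMA/ionomycin and PMA (1339) and PMA/ionomycin and ionomycin (2039) were also as large in 1 of 10 splits of the libraries, the real one, with 0 calls in the next largest. With 10 splits the share is never under 0.1.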
